# A mutation in the NADH-dehydrogenase subunit 2 suppresses fibroblast aging

**DOI:** 10.18632/oncotarget.3298

**Published:** 2015-03-24

**Authors:** Marianne Schauer, Tina Kottek, Madeleine Schönherr, Animesh Bhattacharya, Saleh M Ibrahim, Misa Hirose, Rüdiger Köhling, Georg Fuellen, Ulf Schmitz, Manfred Kunz

**Keywords:** aging, senescence, mitochondria, skin fibroblasts, p38MAPK signalling

## Abstract

Mutations of mitochondrial (mt)DNA cause a variety of human diseases and are implicated in premature aging syndromes. Here we investigated a single nucleotide exchange (leucine to methionine) at position nt4738 in the mitochondrial NADH dehydrogenase subunit 2 (Nd2) gene of the respiratory chain. Primary fibroblasts derived from the conplastic mouse strain C57BL/6J-mtALR/LTJ with mutant enzyme, possessed high enzyme activity and ATP production and low ROS production. Furthermore, Nd2-mutant fibroblasts expressed lower senescence markers. Transcriptome analysis revealed that the members of the p38MAPK pathway were significantly downregulated in Nd2-mutant mice. In agreement, inhibition of p38MAPK with SB203580 enhanced proliferation and reduced cytokine secretion in fibroblasts. In Nd2-mutant mouse skin, the amount of Ki67-positive cells was significantly higher than in control skin. The higher amount of Ki67-positive cells and the thicker epidermis in Nd2-mutant mice strongly supported the *in vitro* data. In conclusion, Nd2 is a mitochondrial gene, involved in age-related signaling pathways.

## INTRODUCTION

NADH dehydrogenase is the first enzyme complex of the mitochondrial respiratory chain (complex I) and oxidizes NADH to liberate electrons to support the translocation of protons across the inner membrane to create a proton gradient [1]. The mammalian complex I has a molecular size of 1 MDa and contains 45 subunits, 7 of which are encoded by mitochondrial DNA and 38 by nuclear DNA [2]. The seven mitochondrial-encoded subunits (ND1–6 und ND4L) play a significant role in diverse pathological processes. The NADH dehydrogenase subunit 2 enzyme is encoded by the *ND2* gene and has a size of 39 kDa. The function of ND2 is not fully understood. A mutation in the *ND2* gene (T4681C) was found in patients with Leigh Syndrome, a neurodegenerative disease characterized by bilateral symmetric lesions in basal ganglia and subcortical brain regions [3]. It is postulated that ND2 is involved in proton translocation across the inner mitochondrial membrane, thereby contributing to the pH regulation of the cell. The hydrophobic subunit of complex I is highly conserved throughout evolution from bacteria to mice to man, arguing for a central physiological role [4]. Specific mitochondrial point mutations cause the development of different diseases and are involved in the processes of aging. For example, Alzheimer's disease is associated with dysfunction in the mitochondrial electron transport enzyme cytochrome c oxidase [5, 6]. Genetic alterations in mitochondrial DNA may cause a decline in mitochondrial oxidative phosphorylation, increased mitochondrial production of reactive oxygen species and an enhanced amount of oxidative damage to DNA, proteins and lipids [5]. A direct link between mtDNA and mammalian aging was shown in mice with a proofreading-deficient-, catalytic subunit of mitochondrial DNA polymerase γ (PolgA). In these mice, the accumulation of mtDNA mutations was linked to an impaired respiratory chain function and increased cellular apoptosis. The mutated mice had a shorter life span and developed an age-related phenotype with hair loss, osteoporosis and kyphosis [7].

Cellular senescence is a contributor to organismal aging. Senescent cells have been detected *in vivo* in different tissues in mice and humans [8]. Senescence can be triggered by various extrinsic and intrinsic factors, and was first observed in cell culture [9]. In superoxide dismutase 2 (SOD2)-deficient mice was shown that natural aging is linked by decreased mitochondrial activity in complex II and increased cellular senescence in mouse skin. Accompanied by the idea that these events are linked, constitutive SOD2-deficency resulted in mitochondrial dysfunction and cellular senescence in the epidermis of the skin [10]. For *in vitro* or *in vivo* characterization of senescent cells show reduced proliferation, enhanced β-galactosidase activity, expression of senescent-associated heterochromatin foci (SAHF) or senescence-associated DNA damage foci (SDF), activation of different stress pathways such as p53 or p38MAPK, and development of a senescence-associated secretory phenotype (SASP) [11].

Comparing Japanese centenarians with younger control individuals shows an association of the *ND2* Leu273Met polymorphism (A5178T) with longevity [12, 13]. Additionally, individuals with this polymorphism provide resistance against ROS-mediated diseases like myocardial infarction, atherosclerosis and high blood pressure [4, 14]. Mice with the corresponding polymorphism of a leucine to methionine transition at position nt4738 (known as the alloxan-resistant (ALR) mouse strain) showed resistance to the development of spontaneous type-I diabetes and had reduced ROS production compared with NOD (non-obese diabetic) mice [14].

The present study demonstrates that an *Nd2* mutation at position nt4738 in the conplastic mouse strain C57BL/6J-mt^ALR/LtJ^ suppresses ROS-induced-senescence in primary skin fibroblasts. Microarray analysis suggests that downregulation of the p38MAPK pathway is a major contributor to reduced senescence induction. Inhibition of p38MAPK (with inhibitor SB203580) indeed led to a stronger reversion of the expression of senescence markers in the *Nd2*-mutant strain compared with control mice. Taken together, our data show that the *Nd2* mutation is protective for fibroblasts against ROS-induced cellular senescence, which may also have an impact on organismal aging.

## RESULTS

### Skin fibroblasts of *Nd2*-mutant mice show significantly reduced ROS levels

The mitochondrial production of reactive oxygen species (ROS) is physiological but has also been described in ROS-induced aging and senescence. In the present study, the question was addressed whether mitochondrial mutations in respiratory chain genes influence the cellular senescence of skin fibroblasts and skin aging. For this purpose, four conplastic mouse strains were used with identical nuclear DNA but with different mutations in the mitochondrial genome and uncoupling protein 2-knockout strain [15]. C57BL/6J-mt^AKR/J^ mice were used as reference strain; these differ only in the respective position of the mitochondrial genome from the experimental strains (Table S1). First, the basal ROS production of primary skin fibroblasts of aged mice (12-month-old) of different conplastic strains and uncoupling protein 2-knockout strain was tested. The fibroblasts of strains C57BL/6J-UCP2−/−, C57BL/6J-mt^FVB/NJ^ and C57BL/6J-mt^129S1/SvlmJ^ showed no significant difference in basal ROS production as compared with the control strain (Figure 1). However, the C57BL/6J-mt^ALR/LtJ^ strain with the mutation in NADH dehydrogenase subunit 2 (*Nd2*; position nt4738) showed significantly reduced basal ROS levels. Based on this data, the *Nd2*-mutant mouse strain (C57BL/6J-mt^ALR/LtJ^) was chosen to analyze the impact of a specific point mutation on fibroblast senescence and skin aging.

**Figure 1:**
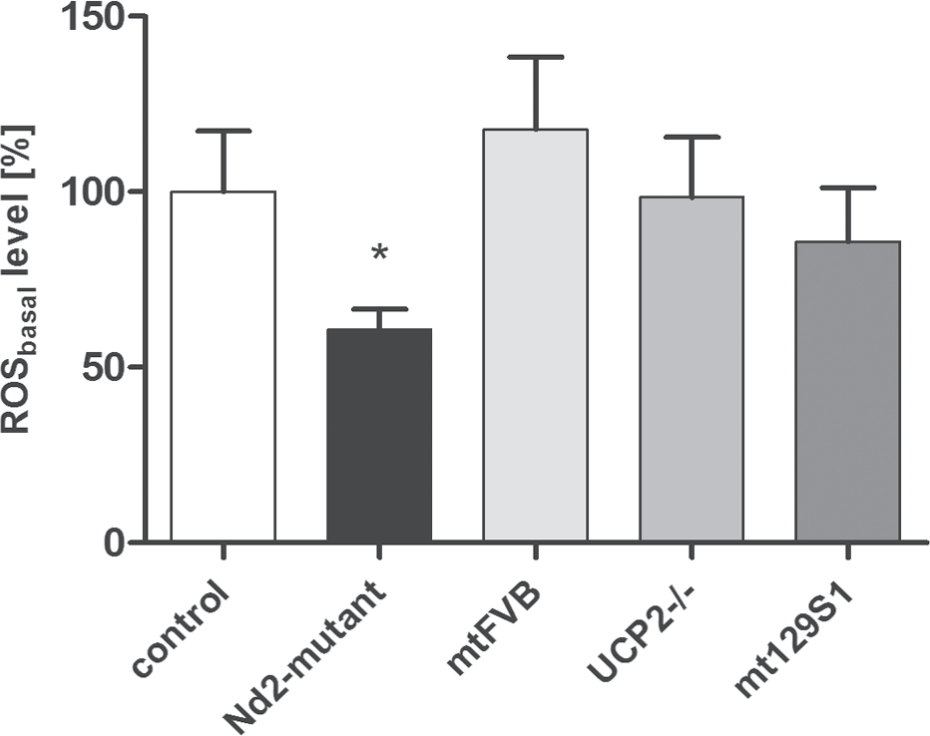
ROS levels of four different conplastic mouse strains and uncoupling protein 2-knockout strain Fibroblasts were isolated from skin of 12-month-old mice. Intracellular basal ROS levels were determined from isolated primary fibroblasts using DCFH-DA method. Data are given as mean ± SEM of 4–12 independent experiments; *p < 0.05. Control: C57BL/6J-mt^AKR/J^; *Nd2* mutant: C57BL/6J-mt^ALR/LtJ^; mtFVB: C57BL/6J-mt^FVB/NJ^; UCP2−/−: C57BL/6J-UCP2−/−; mt129S1: C57BL/6J-mt^129S1/SvlmJ^.

### Skin fibroblasts of *Nd2*-mutant mice show reduced expression of cellular senescence markers

Next the enzymatic activity of complex I in *Nd2*-mutant and control primary skin fibroblasts was investigated. Complex I is of central importance for ATP production, and the *Nd2* mutation could thus result in either enhanced or reduced enzyme activity and energy production. Complex I activity was determined by measurement of the oxidation of NADH to NAD^+^ from isolated mitochondria of *Nd2*-mutant and control fibroblasts. Fibroblast mitochondria of the *Nd2*-mutant strain showed a 2.6-fold higher complex I activity as compared with control mitochondria (Figure 2A). Thus, the *Nd2*-mutant mice may have an enhanced *Nd2* baseline activity. We also tested if the enzyme activity correlated with protein expression of complex I in control and *Nd2*-mutant mice. The basal and the stress-induced protein expression of *Nd2* did not differ in fibroblasts between both strains (Figure S1), however.

**Figure 2:**
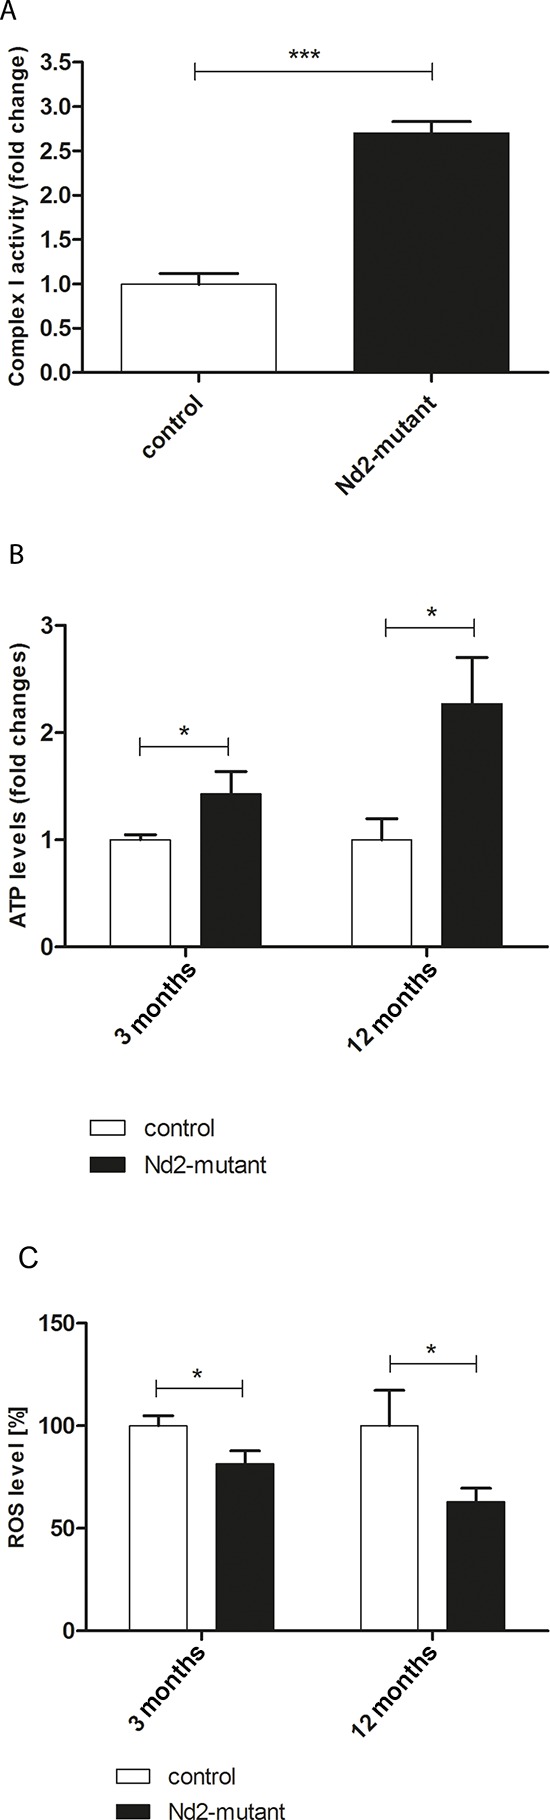
Baseline characteristics of mitochondrial capacity of dermal fibroblasts of conplastic mouse strains **A.** Comparison of enzymatic activity of complex I in control and *Nd2*-mutant mice. The assay was performed in three independent experiments with isolated mitochondria of three different 12-month-old mice. ***p < 0.001. **B.** Comparisons of ATP levels in younger (3-month-old) and older (12-month-old) control and *Nd2*-mutant mouse fibroblasts. *n* = 5–9, *p < 0.05. **C.** ROS level determination of isolated fibroblasts of 3-month- and 12-month-old control and *Nd2*-mutant mice. *n* = 5–11, *p < 0.05. Data are given as mean ± SEM.

To further characterize the mitochondrial function of skin fibroblasts, ATP production was measured in fibroblasts of young (3-month-old) and aged (12-month-old) mice. *Nd2*-mutant skin fibroblasts produced significantly higher amounts ATP at both time points than control fibroblasts (Figure 2B). As shown above, the ROS levels in *Nd2*-mutant fibroblasts were significantly lower than in control fibroblasts, as determined by the DCFH-DA method (Figure 1, Figure 2C). These findings suggest that higher complex I enzyme activity leads to higher ATP production and decreased ROS production, and we hypothesize that the induction of senescence in skin fibroblasts of *Nd2*-mutant mice may thus be reduced during the aging process.

Therefore, primary skin fibroblasts isolated from 3- and 12-month-old *Nd2*-mutant mice and control mice were analyzed for the expression of markers of cellular senescence. At a cellular level, senescence in primary fibroblasts might be detrimental for skin function in general. In a first series of experiments, the impact of the *Nd2* mutation on cellular proliferation of primary skin fibroblasts in both strains was analyzed. For this purpose, BrdU incorporation assays were performed. *Nd2*-mutant fibroblasts showed a more than 50% higher proliferation rate than control fibroblasts in both 3- and in 12-month-old mice (Figure 3A).

**Figure 3:**
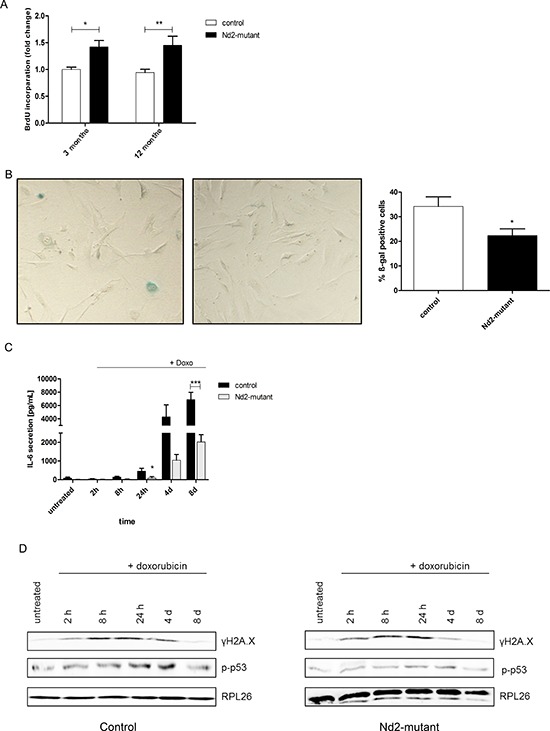
Characteristic features of cellular senescence in skin fibroblasts of *Nd2*-mutant mouse strain **A.** For primary skin fibroblasts of 3-month-old and 12-month-old mice, cell proliferation of *Nd2*-mutant or control mouse fibroblasts was analysed by BrdU incorporation assay. *n* = 3–13, *p < 0.05, **p < 0.01. **B.** Fibroblasts from 12-month-old mice were fixed and stained for SA-ß-gal 24 h after seeding. Representative picture of SA-β-gal-staining is shown (left panel). The number of positive blue cells was divided by the total number of counted cells resulting in the percentage of ß-gal-positive cells (right panel). *n* = 3, *p < 0.05. Data are expressed as mean ± SEM. **C.** Fibroblasts of 12-month-old *Nd2*-mutant and control mice were treated for 1 h with 250 nM doxorubicin and supernatants were collected and analysed for IL-6 concentrations by ELISA at indicated time points. *n* = 6–7, *p < 0.05 ***p < 0.001. Data expressed as mean ± SEM. **D.** Fibroblasts of 12-month-old *Nd2*-mutant and control mice were treated for 1 h with 250 nM doxorubicin and whole cell lysates were collected at the indicated days thereafter. Protein expression of γH2A.X and p-p53 was analysed by immunoblotting. Lysates were pooled from fibroblasts of three different mice. RPL26 was used as loading control.

In subsequent analyses, we examined the senescence-associated β-galactosidase (SA-β-gal) activity, a common marker of cellular senescence, in fibroblasts isolated from 12-month-old mice of both strains. SA-β-gal activity in skin fibroblasts of the *Nd2*-mutant strain was significantly lower than that of control fibroblasts (Figure 3B). This suggests that *Nd2*-mutant mouse fibroblasts have a better resistance to induction of cellular senescence as compared with fibroblasts of the control strain.

A further characteristic feature of senescent cells is the development of a senescence-associated secretory phenotype (SASP). Senescent cells increase the secretion of various cytokines, chemokines and matrix metalloproteinases, which alter the local tissue environment [16]. Here we measured a prominent component of the SASP, IL-6. To induce a SASP by genotoxic stress, cells were exposed to doxorubicin, and cytokine secretion was measured at different time points. Doxorubicin is a well-known antitumor anthracycline antibiotic, which induces genotoxic and oxidative stress and cellular senescence in different cell types [17, 18]. After treatment of fibroblasts with low dose (250 nM) doxorubicin, an increase in IL-6 secretion was observed in both mouse strains over 8 days. Interestingly, *Nd2*-mutant fibroblasts showed a significantly lower IL-6 secretion compared with control fibroblasts (Figure 3C).

Cellular senescence is further characterized by an increased expression of a number of DNA damage-associated proteins and followed by activation of the p53 pathway. Thus, the activation and expression of γH2A.X and p-p53 protein was examined by immunoblot analysis (Figure 3D). Whole cell lysates were prepared from fibroblasts at different time points after doxorubicin treatment until cells developed a senescent phenotype (0 – 8 days). First, the expression of γH2A.X as a typical marker of DNA damage and cellular senescence was analyzed [19]. Both strains showed activation and phosphorylation at serine 139 of H2A.X, indicated as γH2A.X. γH2A.X expression increased 2 h after doxorubicin treatment in fibroblasts of *Nd2*-mutant and control mice. The activation of γH2A.X remained stable until 24 h in *Nd2*-mutant fibroblasts, but in control fibroblasts until 4 d. Interestingly, doxorubicin-induced DNA damage led to a similar phosphorylation kinetic of p53 in *Nd2*-mutant and control fibroblasts. In both strains, p53 showed increased phosphorylation until 24 h. At 4d, the p-p53 expression started to decrease in both strains. The p-p53 reaction pattern looked similar in both strains; however in Nd2 mutant strain fibroblasts overall p-p53 expression was weaker.

Next, p38MAPK expression and phosphorylation was tested (Figure 4A). Diverse senescence stimuli activate this kinase, which in turn regulates the senescence-associated secretory phenotype by increasing NF-κB activity independent of other senescence pathways [16]. After doxorubicin treatment, total p38MAPK (p38α, β, γ) expression increased until 4 d in mutant mouse fibroblasts. In control fibroblasts, total p38MAPK expression was constantly expressed. p38MAPK is activated by phosphorylation at threonine 180 and tyrosine 182. In *Nd2*-mutant fibroblasts, p38MAPK was transiently phosphorylated at 2 h and phosphorylation decreased thereafter. In contrast, in control fibroblasts, the activation of p38MAPK phosphorylation showed constantly high levels until 24 h, which decreased after 4 d.

**Figure 4:**
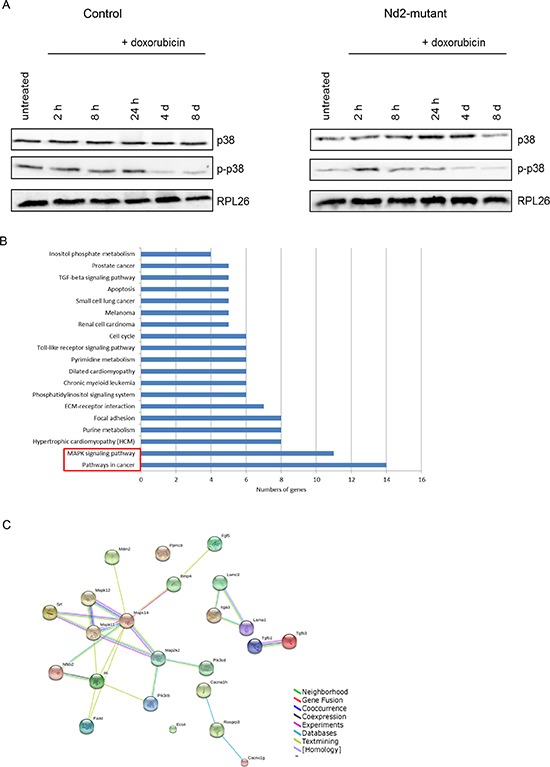
Transcriptome analysis of fibroblasts from *Nd2*-mutant and control mice microarray **A.** Immunoblotting of total p38MAPK and p-p38MAPK of fibroblasts from 12-month-old *Nd2*-mutant and control mice. Lysates were pooled from fibroblasts of three different mice. RPL26 was used as loading control. **B.** Total RNA was extracted from fibroblasts of *Nd2*-mutant and control mice and subjected to transcriptome analysis using MouseRef-8 v2.0 Expression BeadChips. Significantly enriched downregulated genes were grouped by pathways using DAVID Bioinformatics Resources 6.7. **C.** Map of genes interactions downregulated in “pathways in cancer” and “MAPK signaling pathway” generated by STRING 9.1 analysis.

Taken together, this data are indicative of an important role for *Nd2* as an upstream inducer of cellular senescence and a SASP. The different activation of the p38MAPK pathway in fibroblasts of both mouse strains suggests that p38MAPK signaling is involved in this process. To further address this issue a transcriptome analysis was performed.

### Nd2 mediates its effects via p38MAPK signaling

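RNA of skin fibroblasts was hybridised to 8 MouseRef-8 v2.0 arrays, 1 per mouse. 4 arrays came from Nd2-mutant mice (mice 28 and 32, male, and mice 34 and 35, female) and 4 from control mice (mice 16 and 17, male, and mice 15 and 37, female), all 12 months of age. The authors quantile normalized the intensities in GenomeStudio and subtracted the background, and each intensity comes with a detection p-value. The table holds 25697 probes with 18138 different gene symbols. Sorted by size, the intensities of any 2 arrays differed by at most 0.147 on a range from -12.3 to 13935, and 26.2% of all values were 0 or lower. At a detection p-value under 0.01, between 10973 and 11350 probes (median 11288) were detected on the arrays of Nd2-mutant mice and between 10663 and 10837 (median 10764.5) on those of control mice. The number of arrays limits the precision of every comparison. For the tests, values below 0 were set to 0, 16 was added, and the log2 was taken. A probe was tested if it was detected on all 4 arrays of at least 1 strain, and differences between the strains were tested with limma, 2-sided, with Benjamini-Hochberg adjustment. Over the tested probes, the array of control mouse 15 had a mean correlation of 0.934 with the other arrays, whereas the means of the other 7 arrays lay between 0.963 and 0.974.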

To identify genes and pathways involved in mediating the anti-senescence effects of mutant *Nd2*, a transcriptome analysis of *Nd2*-mutant (*n* = 4) and control skin fibroblasts (*n* = 4) from 12-month-old mice was performed. This screen identified 766 genes that were significantly differentially expressed (upregulated or downregulated) between both mouse strains (Table S2). 

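The test covered 10414 probes of 8003 genes. With limma, 0 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.639. At an unadjusted p under 0.05 there were 725 genes, of which 414 were higher and 311 lower in Nd2-mutant fibroblasts. These were 795 probes, where 520.7 would be expected without any difference. The methods' t-test on the same log2 values gave 661 genes at an unadjusted p under 0.05, 318 higher and 343 lower. It gave 1 gene, Exoc7, after adjustment. Exoc7, which is named here after its values were seen, had intensities between 97.7 and 102 in the Nd2-mutant mice and between 75.9 and 77.7 in the control mice, and its adjusted p in limma was 0.639. The alternative that moved the counts most was to test all probes without a filter on detection, with which limma gave 3 genes at an adjusted p under 0.05 and 1504 at an unadjusted one. The 4 values of one strain all lay beyond the 4 of the other for 455 tested probes, or 4.37%. By chance 2.86% would be expected, and 11 of the 35 splits gave as many such probes. Among the 455 probes, the smallest p of a higher one belonged to P4ha3 (ILMN_2644175, chromosome 7). Its intensity was 154 ± 3.81 (SD, n = 4 mice) in Nd2-mutant and 81.9 ± 10.5 (SD, n = 4) in control fibroblasts. The log2 fold change was 0.80 (standard error 0.13, adjusted p = 0.639 from limma), and the exact permutation p was 0.0286, the smallest that 4 mice against 4 allow. P4ha3 had an adjusted p under 0.05 in limma under 1 alternative, the linear scale without a filter. The smallest p of a lower probe belonged to Mrvi1 (ILMN_2746283, chromosome 7), with an intensity of 24.2 ± 9.43 (SD, n = 4) against 68.5 ± 14.1 (SD, n = 4) and a log2 fold change of -1.09 (standard error 0.19). The next 4 higher probes were those of Kitl and Fbln2, with log2 fold changes of 0.98 and 1.58, and of Cnpy3 and Zmiz1, which were detected on 1 and 0 of the 4 control arrays. The next 4 lower probes were those of Mmp17, Tnn and Insc, with log2 fold changes from -1.19 to -0.80, and of Gldn, which was detected on 1 of the 4 Nd2-mutant arrays. Where a strain lies near background, the size of the fold change depends on the value added before log2. For Tnn, control mouse 37 lay apart from the other control mice.

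**Figure D1:**
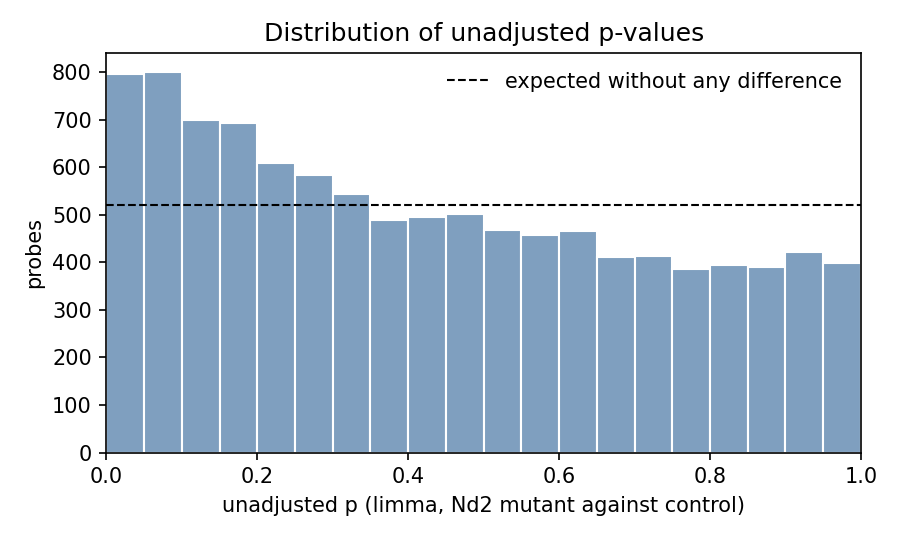
Number of tested probes (vertical axis) by unadjusted p from limma (horizontal axis, in steps of 0.05) for Nd2-mutant against control fibroblasts. The dashed line is the number expected on average without any difference, 520.7 per step. The first step holds 795 probes and the step from 0.05 to 0.1 holds 800.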

Further analysis of the downregulated genes in *Nd2*-mutant fibroblasts with DAVID Bioinformatics Resources 6.7 program [http://david.abcc.ncifcrf.gov/] revealed an enrichment of pathways mainly involved in cancer (fold enrichment 2.34) and MAPK signaling (fold enrichment 2.24) (Figure 4B). 

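Actg2, Igfbp7 and Rpl3 are among the first entries of Table S2, and Hdlbp is listed in it with a small p-value. The intensity of Actg2 (ILMN_2839313, chromosome 6) was 1219 ± 543 (SD, n = 4) in Nd2-mutant and 2927 ± 1390.0 (SD, n = 4) in control fibroblasts, a log2 fold change of -1.22 (standard error 0.39). Igfbp7 had a log2 fold change of -0.36, Rpl3 of -0.24 and Hdlbp of -0.17. The adjusted p of each of these 4 genes in limma was at least 0.639. Control mouse 15 lay apart from the other control mice for Igfbp7. The KEGG pathways and DAVID were not used here. Tested instead were 5 Reactome sets and a list of SASP factors, 6 in all, with limma's camera at a preset correlation of 0.01 and 1 probe per gene. None of the 6 covers the paper's pathways in cancer, and camera is another kind of test than that of DAVID. The enrichments of the paper were therefore not retested. The 18 tested genes of MAPK targets and nuclear events had a median log2 fold change of -0.09, with 11 lower and 7 higher (adjusted p = 0.475 over the 6 sets, limma). For the 13 genes of p38MAPK events the median was -0.09 and the mean 0.01, so that they differ in sign, and camera placed the set slightly higher (adjusted p = 0.910, limma). The 74 genes of cellular senescence had a median of -0.08 (adjusted p = 0.475, limma) and the 270 genes of the mitotic cell cycle a median of -0.03 (adjusted p = 0.530, limma). The 56 genes of respiratory electron transport had a median of 0.05 (adjusted p = 0.330, limma), and control mouse 15 lay apart from the other control mice in their mean. The 35 SASP factors had a median of -0.24, with 23 lower and 12 higher (adjusted p = 0.271, limma). Of these SASP factors, 2 had an adjusted p under 0.05 over the list alone and 0 over all genes tested. Of the 2, 1 was lower and 1 higher in Nd2-mutant fibroblasts. None of the 6 sets was past an adjusted p of 0.05 with fry or with an estimated correlation. Without the 4 SASP factors listed in Table S2, the median of the other 31 was -0.17 (adjusted p = 0.550, limma); the table lists lower genes only, so that leaving them out moves the median up by selection. With array weights the mitotic cell cycle set was lower at an adjusted p of 0.0214 in limma. Without control mouse 16, the adjusted p in limma was 0.0140 for respiratory electron transport and 0.0257 for the SASP factors, and without control mouse 37 it was 0.0316 for both. The respiratory electron transport set changed its direction with array weights and without control mouse 15. In the main test, 34 of the 35 splits gave as small a p for this set as the strains. For the SASP factors 14 did, and for the mitotic cell cycle 30. For respiratory electron transport the p of a split was as small as 1.35e-09 with camera, unadjusted. Small p-values of these sets can therefore arise without a difference between the strains.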

Next, we investigated whether the downregulated genes that are involved in “pathways in cancer” and the “MAPK signaling pathway” showed interactions with established mediators of senescence like p38MAPK, which showed in our immunoblot analysis specific differences in expression and activation (Figure 4A). For this purpose, the genes of the top pathways were analyzed with the bioinformatics tool STRING 9.1 (Search Tool for the Retrieval of Interacting Genes and Proteins; [20]). 

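The array has 1 probe for Mapk14 and several for Mapk11 and Mapk12, of which 4 in all were tested. Mapk14 (ILMN_2721809, chromosome 17) had an intensity of 411 ± 46.2 (SD, n = 4 mice) in Nd2-mutant and 366 ± 77.9 (SD, n = 4) in control fibroblasts. Its log2 fold change was 0.18 (standard error 0.17, adjusted p = 0.763 from limma), with an exact permutation p of 0.314. Mapk11 (ILMN_2716622, chromosome 15) had an intensity of 101 ± 13.1 (SD, n = 4) against 147 ± 47.2 (SD, n = 4), a log2 fold change of -0.45 (standard error 0.20). Its adjusted p was 0.639 in limma, its unadjusted p 0.0477 and its exact permutation p 0.0571. Without control mouse 15 the log2 fold change of Mapk11 was -0.27. The probes of Mapk12 (chromosome 15) moved in opposite directions. For ILMN_2724570 the intensity was 38.7 ± 6.06 (SD, n = 4) against 55.4 ± 29.2 (SD, n = 4), and the log2 fold change was -0.31 (standard error 0.24). For ILMN_2697615, which was detected on 6 of the 8 arrays, it was 18.1 ± 3.21 (SD, n = 4) against 14.7 ± 5.39 (SD, n = 4), and the log2 fold change was 0.16 (standard error 0.16). Without control mouse 15 the first of these was -0.06. All 4 probes had an adjusted p of at least 0.191 over the list alone and 0 had one under 0.05 over all probes tested. No difference larger than the spread between mice was detected for Mapk14 and Mapk12. The remaining probe of Mapk11 and the remaining probe of Mapk12 were not detected on any array.

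**Figure D2:**
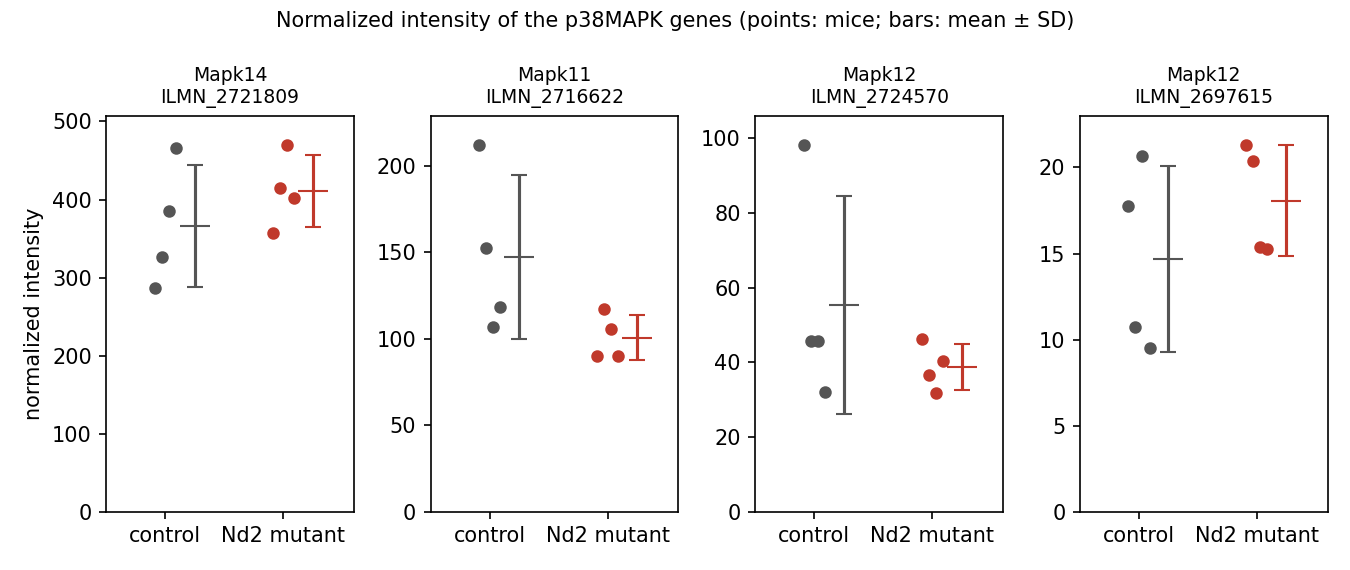
Normalized intensity (vertical axes, starting at 0) of the 4 tested probes of Mapk14, Mapk11 and Mapk12 in control and Nd2-mutant fibroblasts. Points are mice, and bars are the mean and SD of 4 mice; the values of the strains overlap in each panel.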

The main members of p38MAPK pathway (MAPK14 (p38α) MAPK11 (p38β) and MAPK12 (p38γ), although not differentially expressed, was included in this analysis (Figure 4C). Interestingly, the analysis revealed that 50% of the top enriched genes (involved in “MAPK signaling pathways” and “Pathways in cancer”) interact with p38MAPK. This suggested that the *Nd2*-induced pro-senescence effects in mouse skin fibroblasts are at least in part mediated by p38MAPK signaling. 

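Of the 20 Table S2 genes drawn in Figure 4C, 18 had a tested probe, 24 probes in all. For 16 of the 18 genes all tested probes were lower in Nd2-mutant fibroblasts. The log2 fold changes of the 24 probes ranged from -1.37 to 0.40, and 22 were negative. 14 probes had an unadjusted p under 0.05. Adjusted over the list alone, 10 had a p under 0.05 in limma, and 0 had one when adjusted over all probes tested. The study chose these genes from the same arrays as lower in the mutant, so that the count over the list is not independent evidence. With 16 added before log2, the largest log2 fold change was that of Bmp4 (ILMN_1215252, chromosome 14), with an intensity of 17.7 ± 7.38 (SD, n = 4 mice) in Nd2-mutant and 75.9 ± 37.9 (SD, n = 4) in control fibroblasts and a log2 fold change of -1.37 (standard error 0.30, adjusted p = 0.639 from limma). The exact permutation p of Bmp4 was 0.0286. Bmp4 was detected on 3 of the 4 Nd2-mutant arrays, and Fgf5 and Pik3cd on 1, so that the size and order of these fold changes depend on the value added before log2. Lama1 (ILMN_2973288, chromosome 17) had a log2 fold change of -1.01 (standard error 0.29) and an exact permutation p of 0.0857. Il6 (ILMN_1243601, chromosome 5) fell from 133 ± 21.4 (SD, n = 4) to 77.0 ± 29.5 (SD, n = 4), a log2 fold change of -0.73 (standard error 0.23). The 2 probes that were higher in the mutant belonged to Ppm1b (ILMN_2729953) and Fadd (ILMN_1223126), genes whose other tested probes were lower. Control mouse 17 lay apart from the other control mice for Mdm2 and Rasgrp3, and control mouse 15 for Pik3cd. With array weights, 1 of the 24 probes, Map2k2 ILMN_2884050, changed its direction. Lamc3 and Cacna1h were detected on 2 and 3 arrays and were not tested. Interactions in STRING were not analysed here. From the interactions of these genes with p38MAPK (Figure 4C), the paper proposes that the effects of Nd2 on senescence are in part mediated by p38MAPK signaling. For this role the paper also draws on immunoblots of p38MAPK phosphorylation and on experiments with a p38MAPK inhibitor, which the arrays do not address.

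**Figure D3:**
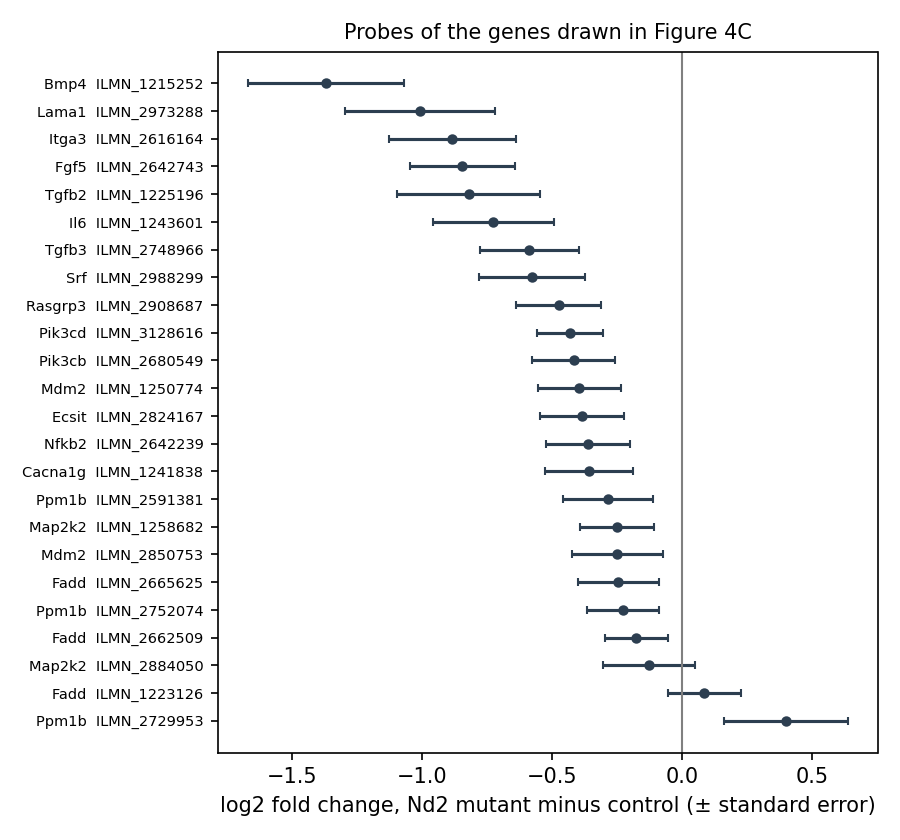
Log2 fold change of Nd2-mutant against control fibroblasts (horizontal axis) for the 24 tested probes of the genes drawn in Figure 4C, 1 probe per line. Points are estimates from limma and bars are ± 1 standard error; 22 of the 24 points lie below 0.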

As mentioned, both *Nd2*-mutant and control cells showed comparable levels of p38α mRNA (Figure S2).

In the transcriptome analysis, we found that one half of the downregulated genes of enriched pathways (“MAPK signaling pathways” and “Pathways in cancer”) in *Nd2*-mutant fibroblast interact with the p38MAPK signaling pathway. The p38MAPK pathway is described as a crucial SASP regulatory pathway in the process of cellular senescence, which is activated by phosphorylation in response to acute cellular stress [16]. To test whether the reduced senescence in *Nd2*-mutant mice might involve p38MAPK, we inhibited p38MAPK with the chemical inhibitor SB203580 (SB). This potent inhibitor acts via prevention of ATP binding to the p38MAPK ATP binding pocket but leaves p38 phosphorylation unaffected [16].

For this purpose, fibroblasts from the *Nd2*-mutant and control strain were treated with SB203580. First, to identify the optimal treatment procedure, SA-β-gal assays were performed with skin fibroblasts from C57BL/6J mice treated with different concentrations of SB203580 (Figure S3). A concentration of 10 μM showed an effective reduction of the amount of SA-β-gal-positive cells by 50% after 4 days of continuous treatment. Thus, this concentration was used for further experiments. Next, fibroblasts were treated with doxorubicin to induce senescence and cellular proliferation was measured after 4 d. Doxorubicin treatment led to reduction of proliferation by 60% in fibroblasts of both strains. In both strains the proliferation measured with BrdU incorporation increased significantly by adding SB203580 to the doxorubicin treatment. Interestingly, the increase in proliferation in *Nd2*-mutant mouse fibroblasts is significantly higher as compared with control fibroblasts (Figure 5A).

**Figure 5:**
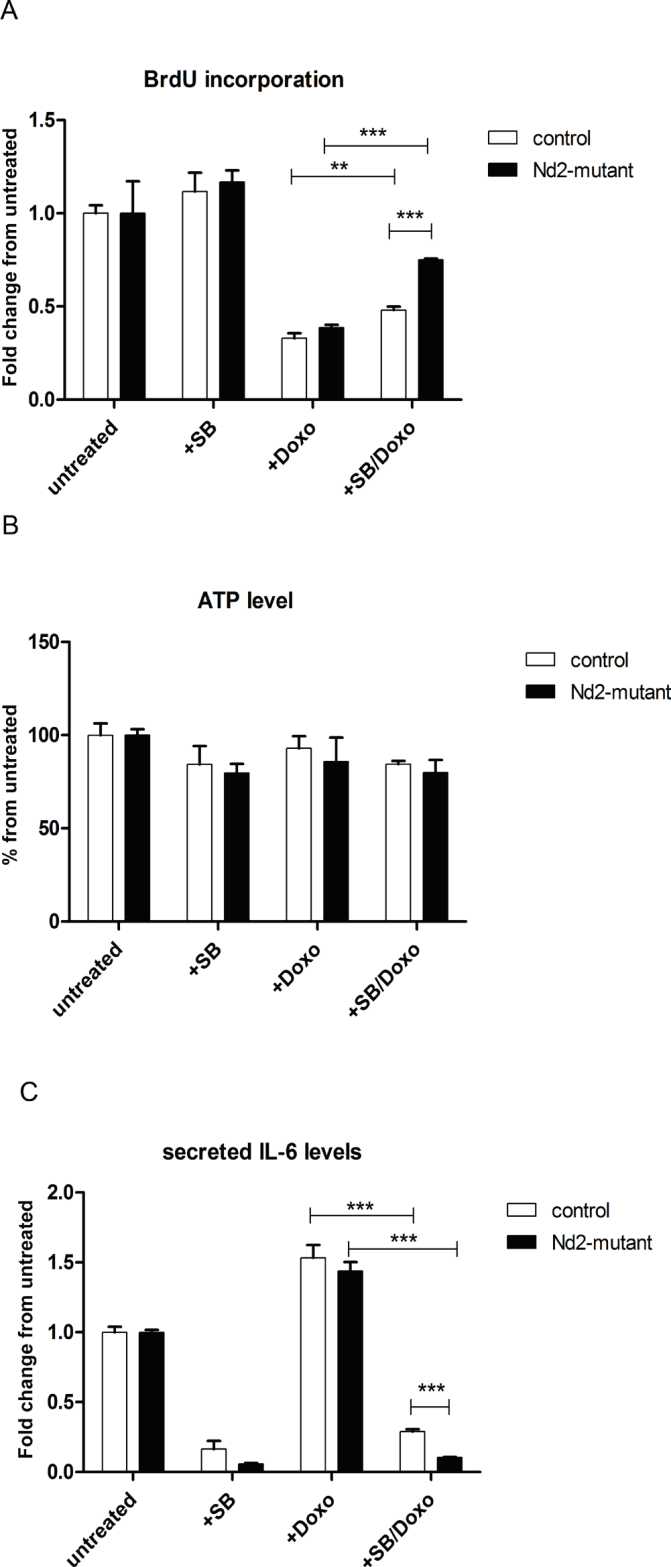
Influence of p38MAPK inhibition on expression of senescence markers in *Nd2*-mutant mouse fibroblasts **A.** Primary fibroblasts of 3-month-old mice were treated with doxorubicin and SB203580 alone or in combination. Cellular proliferation was measured by BrdU incorporation assay on day 4. **B.** Primary fibroblasts from skin of 3-month-old mice were treated with doxorubicin and SB203580 alone or in combination. ATP levels were measured on day 4. **C.** After treatment of fibroblasts from skin of 3-month-old mice with doxorubicin and SB203580 alone or in combination, cell supernatants were collected and analysed by ELISA for IL-6. The concentration of doxorubicin was 250 nM, exposure time was 1 h; SB concentration was 10 μM for continuous treatment. *n* = 3. Data are given as mean + SEM. *p < 0.05; **p < 0.01; ***p < 0.001.

To investigate the role of p38MAPK inhibition on mitochondrial function, ATP levels in fibroblasts of both mouse strains were analyzed (Figure 5B). We did not observe changes on ATP production after treatment with doxorubicin and SB203580 in skin fibroblasts of mutant and control fibroblasts compared with untreated control. This suggests that inhibition of p38MAPK has no influence of the production of ATP by the respiratory chain.

IL-6 is a major cytokine of the SASP. Cytokine secretion of fibroblasts was measured by ELISA (Figure 5C). To determine whether *Nd2* has an impact on the induction of the SASP, we treated skin fibroblasts from *Nd2*-mutant and control mice with doxorubicin and SB203580. Under doxorubicin treatment alone, secretion of IL-6 increased in both strains as compared with untreated control. Interestingly, the additional inhibition of p38MAPK by SB203580 treatment led to a reduction of IL-6, which was even significantly stronger in *Nd2*-mutant fibroblasts as compared with control fibroblasts.

Taken together, these results provide strong evidence that p38MAPK is a downstream effector of *Nd2*-induced cellular senescence. The inhibition of p38MAPK in *Nd2*-mutant cells, but not in control cells rescues the cells from senescence features such as reduced proliferation, reduced viability and enhanced IL-6 secretion induced by genotoxic stress-inducing agent doxorubicin.

### Epidermal thickness of *Nd2*-mutant mice

Next, we wondered whether the reduced cellular senescence effects of *Nd2*-mutant fibroblasts translate into reduced aging of the skin *in vivo*. The common *in vitro* marker SA-β-galactosidase showed contradictory results [21, 22] *in vivo*. For this reason, other senescence markers were preferred like epidermal thickness and the number of Ki67-positive cells in skin of mutated and control mice. Indeed, 12-month-old *Nd2*-mutant mice showed a thicker epidermis relative to control mice, whose skin was more atrophic (Figure 6A and 6B). This phenomenon is due to a higher number of epidermal keratinocyte layers consistent with the higher proliferation rate of epidermal keratinoyctes in these mice.

**Figure 6:**
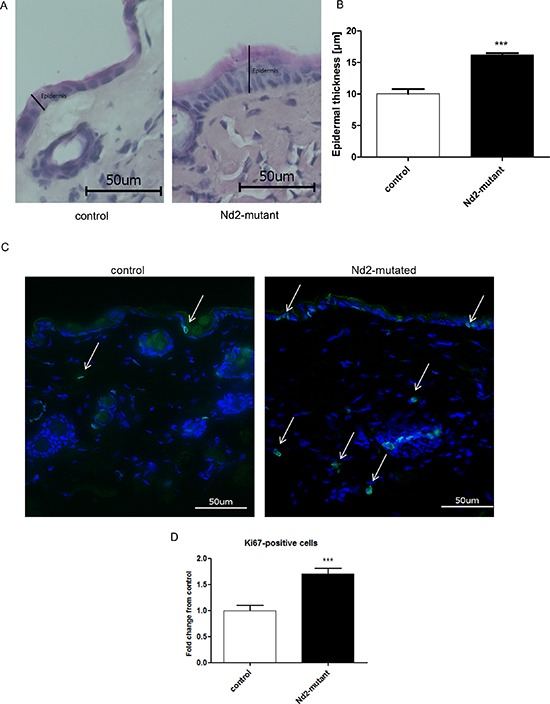
Measurement of epidermal thickness and Ki67 staining of the skin of *Nd2*-mutant mice **A.** Representative photomicrographs of H&E staining of skin sections from control (*n* = 4) and *Nd2*-mutant (*n* = 4) mice, aged 12 months. **B.** Quantification of the thickness of the epidermis in skin sections from control (*n* = 4) and *Nd2*-mutant (*n* = 4) mice using BZ II analyzer software. ***p < 0.001. Data expressed as mean ± SEM. **C.** Representative photomicrographs of Ki67 immunofluorescence staining (green) of skin sections from control (*n* = 5) and *Nd2*-mutant mice (*n* = 5), aged 12 month. DAPI was used for counterstaining of cell nuclei. **D.** Quantification of Ki67-positive cells in skin sections from control and Nd2-mutant mice using Image J software. ***p < 0.001. Data are expressed as mean ± SEM.

Finally, the skin of 12-month-old *Nd2*-mutant and control mice was stained for the proliferation marker Ki67 (Figure 6C and 6D). The nuclei were counterstained with DAPI. The Ki67-positive cells were determined by ratio of Ki67-positive/Ki67-negative cells in the epidermis and dermis excluding hair follicles. In *Nd2*-mutant mouse skin, the amount of Ki67-positive cells was significantly higher than in control skin. The higher amount of Ki67-positive cells and the thicker epidermis in *Nd2*-mutant mice is strongly supported the *in vitro* data.

## DISCUSSION

Mitochondrial dysfunction, and in particular impairment of the mitochondrial oxidative phosphorylation (OXPHOS) system, has been shown to result in various degenerative diseases and cancers [23, 24]. Deficits of the respiratory chain complexes (particularly complexes I, II, IV or V) are responsible for the neurodegenerative disorder Leigh syndrome or Leigh-like syndrome. Patients with Leigh syndrome are carrying specific point mutations in the mitochondrially encoded subunits 1–6 of NADH dehydrogenase, cytochrome c oxidase and ATPase [25]. Mutations in complex I to V were also found in different human cancers such as prostate, pancreas, colon, and breast cancer [23]. However, genetic alterations in these genes could also confer resistance to other diseases. For example, a mutation in the mitochondrial gene NADH dehydrogenase subunit 2, a cytosine to adenine transversion at position nt5178 (C5178A) resulting in a leucine to methionine substitution has been associated with the reduction of the incidence of diseases such as atherosclerosis, myocardial infarction and type 1 diabetes in Japanese patients [14].

By using conplastic mouse strains, we established new mouse models to analyze the influence of specific mitochondrial gene variations in mitochondrial respiratory chain complexes on cellular senescence and skin aging. We used isolated skin fibroblasts from mouse strain C57BL/6J-mt^ALR/LtJ^ (*Nd2*-mutant) and from C57BL/6J-mt^AKR/J^ as control in all experiments. The two strains only differ in one mutation. The mutant strain carries the mutation in NADH dehydrogenase subunit 2 at position nt4738. This mutation leads to an adenine to cytosine exchange. We first analyzed several parameters of basal mitochondrial function and identified a difference in complex I activity, ATP- and ROS production between the strains. Fibroblasts from the *Nd2*-mutant strain showed a significantly higher mitochondrial complex I activity. This higher activity was associated with significantly enhanced ATP production and reduced ROS production with similar Nd2 protein expression levels. According to the gradual ROS response hypothesis [26], while ROS at lower levels is considered beneficial as a mediator of stress response and repair, ROS at higher levels are involved in organismal aging as oxidative damage in cells has been shown to limit the life span of organisms [27]. ROS have also been shown to enhance cellular senescence and organismal aging [28]. In line with our findings, several studies in different organisms have shown a negative relationship between mitochondrial ROS production and lifespan. For example, Lambert et al. isolated heart mitochondria from mouse, rat, white-footed mouse, naked mole-rat, and a series of other animal species and showed that maximum life span was negatively correlated with hydrogen peroxide production during reverse electron transport in mitochondrial respiratory chain complex I [28]. Although, complex I and complex III are considered to be two major sources of ROS production in mitochondria, there is evidence that complex I accounts for majority of the ROS generated in intact mammalian mitochondria [29, 30]. Moreover, it has been postulated that decreased activity of complex I in brain mitochondria from Parkinson's patient results directly from oxidative damage of its subunits [31]. In another study, comparing the type 1 diabetes-prone non-obese diabetic (NOD) mouse strain with the alloxan-resistant (ALR) mouse strain, the NADH dehydrogenase 2 gene was found to be involved in conferring resistance to diabetes and exert an influence on ROS generation. Mitochondria from ALRmt^NOD^ mice carry the cytosine-containing allele mt-Nd2^c^, which resulted in increased ROS production. Our findings agree with a damaging role of ROS, suggesting that its level is sufficiently high to cause (oxidative) damage in our experimental system. Accordingly, in our case the mitochondria with the adenine containing allele (mt-Nd^a^) that results in a leucine to methionine transition yield lower ROS levels, which is beneficial, in line with [4, 14].

To determine whether higher complex I activity and reduced ROS levels in the *Nd2*-mutant strain have any influence on cellular survival and senescence; we analyzed fibroblast proliferation and expression of senescence markers like SA-β-gal. Indeed, *Nd2*-mutant skin fibroblasts showed significantly increased ability to resist cellular senescence characterized by reduced SA-β-gal activity, showed enhanced proliferation and reduced secretion of senescence-associated cytokine. We hypothesize that the reduced senescence phenomena in *Nd2*-mutant cells are a result of lower ROS production as a consequence of high complex I activity.

p38MAPK is described as an important promoter of cellular senescence mediated by NF-κB signaling [16]. However, the interplay between p38MAPK and complexes of the OXPHOS system is largely unknown. Interestingly, our transcriptome analysis comparing *Nd2*-mutant and control mice showed a reduced expression of different genes in *Nd2*-mutant mice, a majority of which were found to interact with p38MAPK. On the protein level, the activation/expression of p38MAPK after doxorubicin treatment was found to be transient in *Nd2*-mutant mouse at 2 h but stable until 24 h in control fibroblasts. This suggested that *Nd2*-induced cellular senescence is at least in part mediated through p38MAPK.

Recent studies have demonstrated that ROS can induce or mediate the activation of p38MAPK [32]. We hypothesized that low intracellular ROS levels in *Nd2*-mutant mouse fibroblasts lead to a low activation of the p38MAPK pathway with the consequence of reduced IL-6. To further address this, we used the p38MAPK inhibitor SB203580 to investigate the impact of an activated p38MAPK pathway on IL-6. Pharmacological inhibition of p38MAPK activation with SB203580 could prevent cells from entering the process of senescence [33, 16]. p38MAPK inhibition had stronger effects on senescence-associated features such as reduced proliferation, and IL-6 secretion induced by the DNA damaging agent doxorubicin in *Nd2*-mutant mouse fibroblasts, than in control fibroblasts. These results supported our findings that the *Nd2*-mutation in fibroblasts leads to an attenuated activation the p38MAPK pathway, finally resulting in reduced senescence. In line with our findings, p38MAPK inhibition by SB203580 was found to mitigate components of SASP in an earlier study [16]. In this study, radiation-induced senescent HCA2 fibroblasts treated with SB203580 showed reduced secretion of IL-6, IL-8 and GM-CSF. The study also showed that p38MAPK inhibition repressed the pro-invasive effects of senescent cells [16].

In an earlier study, mtDNA from 37 Japanese centenarians and 43 controls was analysed [12]. Mutations at position nt5178 in the *ND2* gene were more frequently observed in centenarians than in controls [12]. These findings suggested that this mutation in *ND2* is related to longevity.

The accumulation of cellular and oxidative damage by ROS is not the only mechanism which may explain mechanism underlying senescence and limitation of life span. There is strong evidence that the nutrient-sensing molecular mTOR (target of rapamycin) pathway influences ROS generation and may play a central role in aging and nutritional control of life span [34]. Recent studies showed that the inhibition of mTOR with rapamycin extends life span in mice and prevents age-related diseases [35]. In flies and yeast, inhibition of mTOR may lead to increased antioxidant defenses [36]. There are different links between ROS and mTOR pathway. On the one hand, ROS can activate mTOR and on the other hand TOR can increase or decrease the ROS production [34]. In studies with human cells hydrogen peroxide activated the PI3-K (phosphatidylinositol-3-kinase)/mTOR/S6K (ribosomal protein S6 kinase beta-1) pathway [37, 38]. It was further shown that ROS production was decreased in primary rat hepatocytes after mTOR inhibition with rapamycin [39]. Taken together, p38MAPK and PI3/AKT/mTOR pathway appear to be strongly involved in cellular senescence.

In conclusion, our study comprehensively demonstrates that a mutation in the *ND2* gene leads to reduced activation of p38MAPK pathway, likely mediated by lower ROS levels. This interplay of the *ND2* mutation, reduced ROS production and p38MAPK activation could be protective against senescence and other pathological conditions, which finally result in a prolonged lifespan of skin fibroblasts and, maybe, even the whole organism.

## METHODS

### Mice

Conplastic mice were generated by crossing females from the mitochondrial donor strain to males with a C57BL/6J background [15]. In each generation, the female offspring were backcrossed to males. After 10 backcrosses, the offsprings were regarded as conplastic strains with the nuclear genome of the recipient strain and the mitochondrial genome from the donor strain. Animals were housed at the animal facility at the University of Lübeck. For this study, we used C57BL/6J-UCP2−/−, C57BL/6J-mt^FVB/NJ^, C57BL/6J-mt^129S1/SvlmJ^ C57BL7/6J-mt^ALR/LtJ^ as *Nd2*-mutant strain and C57BL/6J-mt^AKR/J^ as controls.

### Cell culture

Primary skin fibroblasts were isolated from mutant and control mice using a standard dissociation protocol adapted to the Liberase DL Research Grade (low dispase) protocol of Roche Diagnostics (Mannheim, Germany). Skin biopsies were cut into small pieces and added to Dulbecco's Modified Eagle's Medium (DMEM) containing Liberase DL Research grade with a final concentration of 1.3 U/mL and were incubated for 2 hours. Isolated fibroblasts were cultured for 5 days in DMEM, supplemented with 10% FCS (Biochrom GmbH, Berlin, Germany), Penicilin/Streptavidin, Mycokill (PAA Laboratories, Pasching, Austria) in 5% CO_2_ at 37°C. Before experiments, cells were cultured for 2 days in Mycokill-free medium. For all experiments, cells from passage 1 were used.

### Senescence-associated β-galactosidase assay

Cells were fixed and stained for SA-β-gal using Senescence β-galactosidase Staining Kit from Cell Signaling (Frankfurt/Main, Germany). The ratio of the number of positive blue cells and the total number of cells was used to determine the percentage of SA-β-gal-positive (senescent) cells.

### Determination of ROS

Intracellular ROS levels were determined with 2′, 7′-dichlorodihydrofluorescein diacetate (DCFH-DA; Sigma-Aldrich, Hamburg, Germany). Fibroblasts were incubated for 30 min with 50 μM DCFH-DA after which the cells were washed with PBS. Oxidized DCF was measured at excitation wavelength of 488 nm and emission wavelength at 525 nm. Data were normalized to internal control (8- to 12-weeks-old male C57BL/6J mouse fibroblasts).

### Determination of ATP

ATP determination was performed using the CellTiter-Glo^®^ Luminescent Cell Viability Assay following the manufacturer's instructions. Data were calculated based on the standard values generated from known concentrations of ATP dissolved in dH_2_O (Promega, Mannheim, Germany).

### Cell proliferation assay

For measurement of cell proliferation, a 5-bromo-2′-deoxy-uridine cell proliferation ELISA was used according to the manufacturer's instruction (Roche Diagnostics, Mannheim, Germany). Cells were labeled with 10 μM BrdU labeling reagent for 2 hours. Data were normalized to internal control (C57BL/6J primary skin fibroblasts).

### ELISA

IL-6 (ebioscience GmbH, Frankfurt/Main, Germany) and KC (mouse homologue of IL-8) (PromoCell, Heidelberg, Germany) concentrations were measured by ELISA following manufacturer's instructions. Supernatants were assayed as triplicates and values were calculated to standard values made from known concentration of IL-6 or KC (IL-8). Untreated values were subtracted from doxorubicin-treated values to calculate the secretion of the indicated cytokine.

### Western blot

Immunoblots were performed as described in [40]. The following primary antibodies were used: anti γ-H2A.X (phospho-histone H2A.X, sc-101696, Santa Cruz Biotechnology, Heidelberg, Germany), anti-p38MAPK (#9212), anti-phospho-p38 (3D7) (#9215), anti-phospho-p53 (#9284), all obtained from Cell Signaling Technology. For loading control, anti-ribosomal protein L26 (Sigma-Aldrich, Hamburg, Germany) was used. The following secondary antibodies were used: IRDye 680LT goat anti rabbit IgG (926–68021) and IRDye 800CW goat anti-mouse IgG (926–32210) (LI-COR Biosciences, Bad Homburg, Germany). Signals were measured with LI-COR Odyssey^®^ scanner and quantified with LI-COR Odyssey^®^ software 3.0 (LI-COR Biosciences).

### Histopathology

Skin samples were cut into sections of 8 μM thicknesses and stored at −80°C. Sections were fixed in ice-cold acetone and stained with hematoxylin and eosin (H&E). Epidermal thickness was measured by using BZ II analyzer software (Keyence, Osaka, Japan).

### Immunofluorescence staining

Skin biopsies were cut into 8 μM sections and stored at −80°C. Frozen sections were fixed and incubated with primary antibodies 2 h in PBS/0.1% Tween 20/0.3% BSA. Primary antibody from Bethyl Laboratories, Inc. (Ki-67, 1:400; Montgomery, Texas, USA) was used. Cell nuclei were stained with 4′, 6-diamidino-2-phenylindole (DAPI). Images were acquired with a BZ-9000E microscope camera and quantitated using ImageJ with the graylevel watershed algorithm (http://bigwww.epfl.ch/sage/soft/watershed/).

### Isolation of mitochondria

Mitochondria were isolated from primary skin fibro blasts using the Mitochondria Isolation Kit for tissue and cultured cells. According to the manufacturer's instructions (BioVision Inc, Milpitas, California, USA) 2 × 10^7^ cells were used for isolation and protein concentrations were determined by bicinchoninic acid protein assay (BCA, Thermo Fisher Scientific, Bonn, Germany).

### Complex I activity assay

Complex I activity was determined by measuring the oxidation of NADH to NAD^+^ at 340 nm. The assay medium contained K_2_HPO_4_ (25 mM; pH 7.4), 5 mM MgCl_2_, 0.25% BSA, 3.7 μM antimycin and 2 mM KCN. A base line was established after addition of 5.7 mM NADH and isolated mitochondria of skin fibroblasts (31 μg). The reaction was started by the addition of 2.8 mM CoQ_1_. The rate of oxidation of NADH was recorded for 5 min. Rotenone (0.36 mM), an inhibitor of complex I was added to determine the rotenone insensitive activity. Complex I activity was calculated by subtraction of the reaction rates in the presence and absence of rotenone.

### Quantitative real time PCR

Total RNA from cells was extracted using the RNeasy MiniKit (Qiagen, Hilden, Germany). cDNA was transcribed with the High capacity cDNA-RT-Kit (Life Technologies, Carlsbad, CA, USA) according to manufacturer's instructions. For determination of MAPK14 gene expression Real-time TaqMan™ PCR was performed with GoTaq^®^ qPCR Master Mix according to manufacturer's instructions. For PCR amplification and signal detection the StepOne™ Real-Time PCR system according to manufacturer's instructions. Ct values were normalized to RPL26 and differences of gene expression were calculated with the DDCt method.

### Microarray analysis

Whole genome cDNA microarray analyses were performed using skin fibroblasts isolated from C57BL/6J-mt^ALR/LtJ^ (*Nd2*-mutant) and C57BL/6J-mt^AKR/J^ (control) mouse strains (four samples per group). RNA integrity and concentration was examined on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) using the RNA 6.000 LabChip Kit (Agilent Technologies) according to manufacturer's instructions. Illumina BeadChip analysis was conducted at the microarray core facility of the Interdisziplinäres Zentrum für klinische Forschung (IZKF) Leipzig (Faculty of Medicine, University of Leipzig).

250 ng RNA per sample were ethanol precipitated with GlycoBlue (Life technologies, Carlsbad, CA, USA) as carrier and dissolved at a concentration of 100–150 ng/μl prior to probe synthesis using the TargetAmp™- Nano Labeling Kit for Illumina Expression BeadChip (Epicentre Biotechnologies, Madison, WI, USA). 750 ng of cRNA were hybridized to MouseRef-8 v2.0 Expression BeadChips (Illumina, San Diego, CA, USA) and scanned on the Illumina HiScan instrument according to manufacturer's specifications. Raw data of 25, 600 probes was extracted and quantile normalized by Illumina GenomeStudio^®^. Expression values were background subtracted if necessary. We considered probes as present for a detection *p*-value < 0.01. Thereafter, we used Student's *t*-tests to identify differentially expressed genes. The results were corrected for multiple testing using the Benjamini-Hochberg method. Genes were considered significantly differently expressed if *p* < 0.05.

The data was processed and analysed using the Bioconductor packages lumi and limma [41, 42] in the statistical programming environment R. Finally, differentially expressed genes where subjected to a functional enrichment analysis using the DAVID Bioinformatics Resources 6.7 program (http://david.abcc.ncifcrf.gov/). We used the default parameters to identify enrichment of candidate gene in KEGG pathways.

Geo accession number: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63551.

### Statistical analysis

Data are expressed as mean ± SEM. Standard analysis was performed with GraphPad Prism 5 (GraphPad, Inc, San Diego, CA) using Student's *t*-test. A *p*-value of < 0.05 was considered to be statistically significant.

## SUPPLEMENTAL FIGURES AND TABLES

# Supplementary material for: A mutation in the NADH-dehydrogenase subunit 2 suppresses fibroblast aging
**Source:** Oncotarget. 2015 Mar 24;6(11):8552–66. doi: 10.18632/oncotarget.3298
**Supplement:** Supplementary file 1

## SUPPLEMENTAL FIGURES AND TABLES

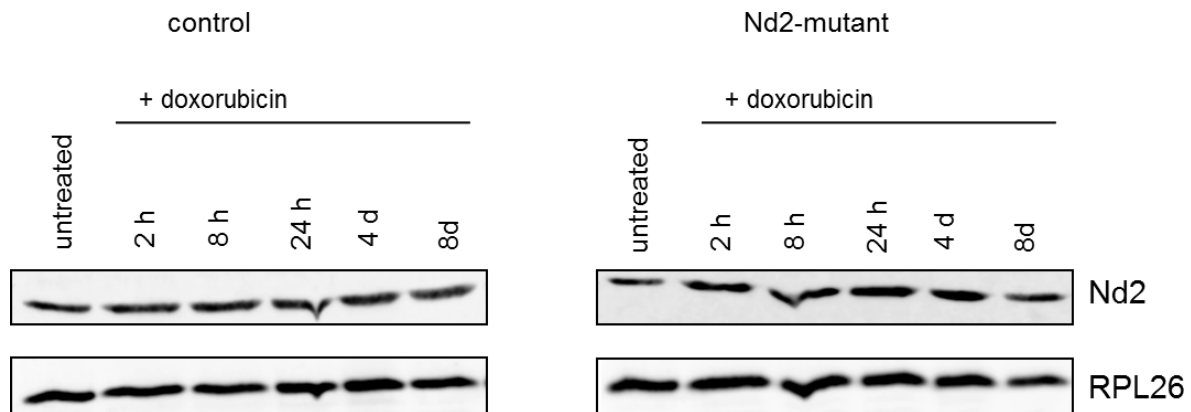

**Supplementary Figure S1: Nd2 protein expression of after doxorubicin treatment.** Fibroblasts of *Nd2*-mutant and control mice were treated with 250 nM doxorubicin and whole cell lysates collected at the indicated days thereafter. Lysates were pooled from three different mouse fibroblasts. RPL26 was used as loading control.

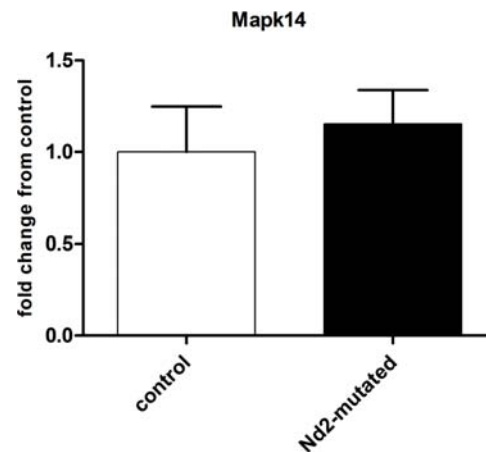

**Supplementary Figure S2: p38 $\alpha$  mRNA expression of Nd2 mutant and control fibroblasts.** RNA was extracted from fibroblasts of Nd2-mutant and control mice. For Mapk14 (p38 $\alpha$ ) gene expression Real-time TaqMan<sup>TM</sup> PCR was performed. RPL26 was used for normalization. RNA from three different mice were pooled and data are given as mean  $\pm$  SEM.

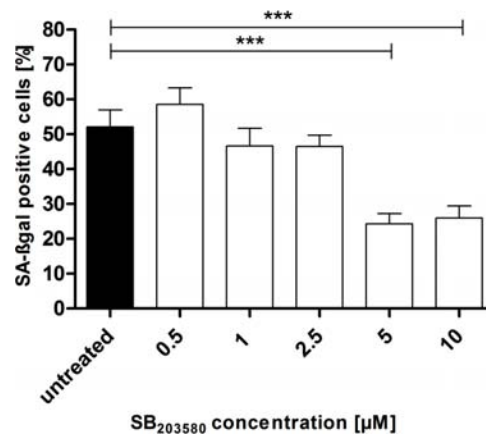

**Supplementary Figure S3: SA-β-galactosidase activity after treatment of fibroblasts with p38MAPK inhibitor SB203580.** Primary fibroblasts from C57BL/6J mice were continuously treated with different concentration of SB203580 for 4 days. The cells were fixed and stained for SA-β-gal. At each concentration eight fields were randomly counted. The number of positive blue cells was divided by the total number of counted cells resulting in the percentage of galactosidase-positive cells.  $n = 3$ , \*\*\* $p < 0.001$ . Data are expressed as mean  $\pm$  SEM.

**Supplementary Table S1. List of mtDNA mutations in conplastic inbred strains and uncoupling protein 2-knockout strain**

| Position (bp) | AKR/J | ALR/LtJ | FVB/NJ | 129S1/<br>SvlmJ | UCP2-/- | Gene            | Amino<br>acid | Complex |
|---------------|-------|---------|--------|-----------------|---------|-----------------|---------------|---------|
| 4738          | C     | A       |        |                 |         | mt- <i>Nd2</i>  | Leu-Met       | I       |
| 7778          | G     |         | T      |                 |         | mt- <i>ATP8</i> | Asp-Tyr       | V       |
| 15124         | A     |         |        | G               |         | mt- <i>Cytb</i> | Ile-Val       | III     |
| UCP2          | +     |         |        |                 | —       | <i>UCP2</i>     | ko            |         |

+UCP2 gene

-UCP2 knockout; bp basepair

**Supplementary Table S2. Downregulated genes of *Nd2*-mutant mouse fibroblasts versus control mouse fibroblasts determined with MouseRef-8 v2.0 Expression BeadChips**

| Coefficient ALR vs AKR | Gene symbol | <i>p</i> -value ALR vs AKR |
|------------------------|-------------|----------------------------|
| -1708,064              | Actg2       | 0,04567                    |
| -1632,127              | Igfbp7      | 0,04658                    |
| -1354,683              | NR_003619   | 0,01443                    |
| -1301,584              | Rpl3        | 0,00972                    |
| -1286,193              | Actb        | 0,03539                    |
| -1131,224              | Rps24       | 0,02063                    |
| -918,299               | Lmna        | 0,04474                    |
| -637,971               | NR_003363   | 0,02683                    |
| -618,307               | Timp3       | 0,00979                    |
| -599,207               | Igfbp5      | 0,01402                    |
| -595,307               | Psm4        | 0,04849                    |
| -573,103               | Hnrnp       | 0,01071                    |
| -544,571               | Eif4a2      | 0,04196                    |
| -535,892               | Cd44        | 0,01201                    |
| -458,857               | Aprt        | 0,01229                    |
| -450,589               | Prdx1       | 0,04024                    |
| -431,895               | Hdlbp       | 0,00011                    |
| -373,136               | Plekha3     | 0,02941                    |
| -352,525               | Rangap1     | 0,00623                    |
| -339,443               | Npm3        | 0,03677                    |
| -336,746               | Atf5        | 0,00867                    |
| -323,739               | Degs1       | 0,00991                    |
| -323,191               | Glt25d1     | 0,03855                    |
| -315,089               | Ywhab       | 0,00118                    |
| -305,37                | Cdip1       | 0,03127                    |
| -286,92                | Tmem109     | 0,0215                     |
| -283,196               | Mdm2        | 0,02058                    |
| -273,647               | Pon2        | 0,02062                    |
| -266,334               | Tgm2        | 0,00635                    |
| -255,651               | Nap114      | 0,00117                    |
| -255,462               | Lmo4        | 0,01974                    |
| -232,792               | Frmd6       | 0,04835                    |
| -231,559               | Cope        | 0,04006                    |
| -228,671               | Tmem111     | 0,03223                    |
| -220,399               | Srf         | 0,02079                    |

(Continued)

| Coefficient ALR vs AKR | Gene symbol | p-value ALR vs AKR |
|------------------------|-------------|--------------------|
| -212,317               | Ppid        | 0,00713            |
| -206,313               | Ttc13       | 0,01597            |
| -191,04                | Hbs1l       | 0,03213            |
| -186,879               | Tmem132a    | 0,03591            |
| -186,57                | RP23-195K8  | 0,04452            |
| -181,345               | AW555464    | 0,01263            |
| -180,191               | Map2k2      | 0,04844            |
| -178,48                | Mrpl20      | 0,03988            |
| -172,609               | Lias        | 0,01028            |
| -171,636               | 6430706D22  | 0,02258            |
| -166,359               | Dhrs7b      | 0,00097            |
| -165,234               | Endod1      | 0,01132            |
| -163,767               | Aip         | 0,00005            |
| -161,191               | Cggbp1      | 0,02841            |
| -161,125               | Tgfb3       | 0,02565            |
| -158,407               | Slc35b2     | 0,04079            |
| -153,532               | Elavl1      | 0,03206            |
| -153,356               | Itpr1       | 0,02112            |
| -151,817               | Phf5a       | 0,02703            |
| -148,026               | Klhdc4      | 0,04739            |
| -147,624               | Dkk3        | 0,03368            |
| -147,384               | Mark3       | 0,03908            |
| -141,919               | Dbnidd2     | 0,03641            |
| -140,249               | Htra1       | 0,00883            |
| -137,462               | Picalm      | 0,02672            |
| -134,981               | Dlst        | 0,01553            |
| -134,251               | G3bp1       | 0,01797            |
| -133,567               | Mmp17       | 0,00682            |
| -132,608               | Efnb1       | 0,04252            |
| -131,732               | Preb        | 0,02896            |
| -127,676               | Smt3ip2     | 0,01785            |
| -125,311               | Emen        | 0,00931            |
| -123,524               | Itpr1p      | 0,02166            |
| -122,758               | Pls3        | 0,04253            |
| -122,205               | Prmt5       | 0,00388            |
| -119,881               | Creld1      | 0,04699            |
| -118,117               | Belaf1      | 0,0356             |

(Continued)

| Coefficient ALR vs AKR | Gene symbol | p-value ALR vs AKR |
|------------------------|-------------|--------------------|
| -117,83                | Vars        | 0,01157            |
| -113,761               | Mrpl2       | 0,00657            |
| -113,33                | Sdc3        | 0,00109            |
| -111,554               | Kif1b       | 0,00522            |
| -110,76                | Rgs4        | 0,01513            |
| -110,561               | Fbxw5       | 0,00874            |
| -109,066               | Mars        | 0,00066            |
| -105,128               | Rpp21       | 0,00924            |
| -105,083               | Cox10       | 0,01845            |
| -104,725               | Fam160a2    | 0,00401            |
| -101,66                | Tmbim4      | 0,00287            |
| -100,154               | Vps37b      | 0,02247            |
| -98,342                | Ppp1r10     | 0,01588            |
| -98,269                | Zfp131      | 0,04936            |
| -97,094                | Dpagt1      | 0,03593            |
| -96,84                 | Prkd2       | 0,04849            |
| -96,406                | Ppm1b       | 0,04791            |
| -96,326                | Ate1        | 0,00648            |
| -93,034                | Cd59a       | 0,00975            |
| -91,477                | Cep120      | 0,02257            |
| -91,245                | Pycr2       | 0,04123            |
| -90,289                | Has1        | 0,03013            |
| -89,765                | Btbd3       | 0,01383            |
| -89,632                | Dpysl3      | 0,01311            |
| -89,035                | Smc1a       | 0,03881            |
| -88,815                | B020018G12  | 0,02903            |
| -87,468                | Mcam        | 0,03495            |
| -85,587                | Mfn1        | 0,00584            |
| -83,634                | Ednrb       | 0,04054            |
| -83,312                | Rrp12       | 0,0353             |
| -81,763                | Lims2       | 0,03008            |
| -80,306                | Plvap       | 0,04397            |
| -80,252                | Supt5h      | 0,041              |
| -79,827                | Inpp5a      | 0,00461            |
| -79,047                | Zdhhc12     | 0,02736            |
| -78,664                | 1500010J02  | 0,02552            |
| -78                    | Flrt3       | 0,01783            |

(Continued)

| Coefficient ALR vs AKR | Gene symbol | p-value ALR vs AKR |
|------------------------|-------------|--------------------|
| -77,829                | Mogs        | 0,02957            |
| -74,422                | Npepl1      | 0,02633            |
| -70,438                | B230339M05  | 0,00058            |
| -70,181                | Lims2       | 0,01213            |
| -69,84                 | 0610007P22  | 0,0402             |
| -69,795                | Wdr75       | 0,04091            |
| -67,986                | Rbm9        | 0,03614            |
| -66,727                | AA536749    | 0,01998            |
| -66,138                | Ncoa5       | 0,03085            |
| -65,955                | Sltn        | 0,03565            |
| -65,668                | Gart        | 0,01606            |
| -65,249                | Dus11       | 0,02545            |
| -65,131                | Mcam        | 0,04444            |
| -64,132                | Gpc4        | 0,0478             |
| -63,685                | Mcm10       | 0,02521            |
| -63,488                | Gpn1        | 0,02862            |
| -62,86                 | Dazap1      | 0,02732            |
| -62,494                | Ush2a       | 0,01904            |
| -62,319                | Shmt2       | 0,01878            |
| -62,29                 | Stx12       | 0,05               |
| -60,023                | Smek2       | 0,04752            |
| -59,898                | Acer3       | 0,01473            |
| -59,178                | Tmem68      | 0,01043            |
| -58,521                | Pop5        | 0,04424            |
| -58,355                | 2410001C21  | 0,04233            |
| -58,194                | Bmp4        | 0,01613            |
| -58,136                | Plaur       | 0,01365            |
| -57,725                | Helz        | 0,00549            |
| -57,678                | Styx        | 0,01719            |
| -57,626                | Tuft1       | 0,04208            |
| -57,564                | Hr          | 0,00413            |
| -55,934                | Il6         | 0,015              |
| -55,89                 | Creb3l2     | 0,02089            |
| -55,752                | 2310003H01  | 0,03125            |
| -55,008                | Cdsn        | 0,01768            |
| -54,28                 | Prkag1      | 0,024              |
| -53,822                | Itga3       | 0,02841            |

(Continued)

| Coefficient ALR vs AKR | Gene symbol | p-value ALR vs AKR |
|------------------------|-------------|--------------------|
| -53,65                 | Smek2       | 0,0333             |
| -53,641                | Noc4l       | 0,0174             |
| -53,588                | Cnot10      | 0,01452            |
| -52,4                  | Lama1       | 0,03408            |
| -52,039                | Metrn       | 0,03027            |
| -52,017                | Mybl2       | 0,01202            |
| -51,566                | Psmg2       | 0,01483            |
| -50,685                | Derl2       | 0,00776            |
| -50,648                | BC011248    | 0,022              |
| -49,742                | Dusp11      | 0,03987            |
| -49,687                | Ascc1       | 0,03239            |
| -49,179                | Yeats4      | 0,00544            |
| -49,07                 | Ift81       | 0,04535            |
| -48,5                  | Ccdc134     | 0,02345            |
| -48,49                 | Rnf8        | 0,01363            |
| -48,419                | Timm50      | 0,02229            |
| -48,204                | Snupn       | 0,01245            |
| -47,884                | Fip111      | 0,02926            |
| -47,498                | Mipep       | 0,0386             |
| -47,398                | 5430437P03  | 0,01932            |
| -46,552                | Tbc1d10a    | 0,0287             |
| -45,912                | Ecsit       | 0,02965            |
| -45,872                | Slc25a25    | 0,00644            |
| -45,781                | Kif15       | 0,02352            |
| -45,247                | Rce1        | 0,0445             |
| -45,246                | Rell1       | 0,01686            |
| -45,078                | Sh3rf1      | 0,00658            |
| -44,478                | Pde4dip     | 0,00961            |
| -44,297                | Mrvi1       | 0,00126            |
| -43,992                | Osbpl3      | 0,02715            |
| -42,684                | Slco3a1     | 0,04722            |
| -41,808                | 1300001I01  | 0,01884            |
| -41,718                | Paf1        | 0,00458            |
| -41,103                | Tnn         | 0,01826            |
| -40,628                | D12Ert553   | 0,02226            |
| -40,514                | Cep164      | 0,03465            |
| -40,223                | Limk2       | 0,04451            |

(Continued)

| Coefficient ALR vs AKR | Gene symbol | p-value ALR vs AKR |
|------------------------|-------------|--------------------|
| -40,028                | Smad5       | 0,00262            |
| -39,651                | AI847670    | 0,00412            |
| -39,05                 | Ahi1        | 0,02232            |
| -38,671                | Dmtf1       | 0,02877            |
| -38,595                | Znhit2      | 0,02531            |
| -38,194                | Cc2d1a      | 0,03814            |
| -38,139                | Acbd6       | 0,02939            |
| -37,889                | E130016E03  | 0,03475            |
| -37,274                | Prkrip1     | 0,03891            |
| -37,08                 | D5Ert579e   | 0,00965            |
| -37,069                | 5133401N09  | 0,00541            |
| -36,952                | Slc30a6     | 0,0448             |
| -35,297                | Rtel1       | 0,0491             |
| -35,276                | B230339M05  | 0,02783            |
| -35,042                | Jag1        | 0,01705            |
| -33,786                | Mgl1        | 0,04736            |
| -33,549                | Camk2n1     | 0,04751            |
| -33,084                | Git2        | 0,01976            |
| -32,65                 | Hoxa7       | 0,03644            |
| -32,57                 | Rad54l      | 0,04811            |
| -32,002                | Rmnd1       | 0,04851            |
| -31,476                | Krt7        | 0,04304            |
| -31,327                | Trps1       | 0,04061            |
| -31,13                 | Fam134b     | 0,03598            |
| -30,592                | Trpv2       | 0,02716            |
| -30,264                | Clip1       | 0,01058            |
| -29,99                 | Myo1b       | 0,01573            |
| -29,638                | Epn2        | 0,01752            |
| -29,602                | Rab11fip3   | 0,04968            |
| -29,484                | Cyp4a12a    | 0,02269            |
| -29,195                | Trrap       | 0,04104            |
| -29,184                | Orai1       | 0,03426            |
| -29,037                | Pold3       | 0,02189            |
| -29,011                | Tgfb2       | 0,03761            |
| -28,985                | R3hdm2      | 0,02513            |
| -28,82                 | Moxd1       | 0,02679            |
| -28,574                | Pde1b       | 0,02885            |

(Continued)

| Coefficient ALR vs AKR | Gene symbol | p-value ALR vs AKR |
|------------------------|-------------|--------------------|
| -27,947                | Mecr        | 0,00938            |
| -27,662                | Atp10d      | 0,02417            |
| -27,382                | Ermp1       | 0,04755            |
| -27,174                | Gdpd5       | 0,01479            |
| -27,12                 | Cadm1       | 0,03182            |
| -26,947                | Fadd        | 0,00559            |
| -26,778                | Tarbp2      | 0,00087            |
| -26,526                | Mgl1        | 0,02515            |
| -26,47                 | Gpaa1       | 0,01756            |
| -25,424                | Klf5        | 0,03272            |
| -25,373                | Timm44      | 0,0492             |
| -25,223                | Acer3       | 0,02933            |
| -25,144                | Ethel       | 0,04234            |
| -24,723                | Tinagl1     | 0,00822            |
| -24,509                | Zfand2b     | 0,01463            |
| -24,405                | Cacna1g     | 0,04469            |
| -24,152                | Dlgap5      | 0,01804            |
| -24,073                | Pcdh20      | 0,00789            |
| -23,647                | Spc24       | 0,04942            |
| -23,545                | Pole4       | 0,02292            |
| -23,431                | Rftn2       | 0,00334            |
| -23,431                | Med1        | 0,00636            |
| -23,203                | Siah1b      | 0,03408            |
| -23,063                | Myom1       | 0,04474            |
| -22,894                | Gldn        | 0,00858            |
| -22,85                 | Fam82a2     | 0,00137            |
| -22,823                | Lrsam1      | 0,00257            |
| -22,737                | Slc25a26    | 0,01523            |
| -22,196                | Whrn        | 0,03241            |
| -22,121                | Cib2        | 0,02934            |
| -21,771                | Llgl2       | 0,04041            |
| -21,762                | Chrd        | 0,02218            |
| -21,579                | Gap43       | 0,03692            |
| -21,301                | Insc        | 0,00466            |
| -20,879                | Pom121      | 0,0455             |
| -20,236                | Cspg4       | 0,02366            |
| -20,134                | Rdh5        | 0,03387            |

(Continued)

| Coefficient ALR vs AKR | Gene symbol | p-value ALR vs AKR |
|------------------------|-------------|--------------------|
| -20,038                | Cdc42ep1    | 0,02045            |
| -19,92                 | Cdk10       | 0,01486            |
| -19,744                | Cdk5        | 0,03799            |
| -19,741                | Nfkb2       | 0,04819            |
| -19,732                | BC049807    | 0,01701            |
| -19,624                | Slc6a12     | 0,04291            |
| -19,532                | Taf6        | 0,02794            |
| -19,5                  | Lamc3       | 0,04393            |
| -19,224                | Txnrd2      | 0,03043            |
| -19,174                | 1810048J11  | 0,04116            |
| -18,717                | Myo1c       | 0,02455            |
| -18,627                | Smoc1       | 0,01939            |
| -18,099                | Polr3d      | 0,01687            |
| -17,944                | C85492      | 0,03177            |
| -17,841                | Serpina10   | 0,0084             |
| -17,677                | Pam         | 0,01301            |
| -17,645                | Tmem101     | 0,03689            |
| -17,437                | Stat6       | 0,0406             |
| -17,406                | Rtn4ip1     | 0,01335            |
| -17,095                | AU040829    | 0,04191            |
| -16,874                | Pik3cb      | 0,02994            |
| -16,841                | Dhx57       | 0,0498             |
| -16,833                | Col5a2      | 0,01746            |
| -16,409                | Txnrd1      | 0,01524            |
| -16,072                | Txnrd2      | 0,02834            |
| -16,069                | Zfp607      | 0,01786            |
| -15,915                | Dclk3       | 0,00929            |
| -15,722                | Tbx1        | 0,02806            |
| -15,678                | Fgf5        | 0,01348            |
| -15,166                | Abcd4       | 0,04862            |
| -14,899                | 2010007H12  | 0,01789            |
| -14,213                | Asb2        | 0,02601            |
| -14,076                | Hcn2        | 0,04652            |
| -13,992                | Timm44      | 0,04806            |
| -13,927                | 2310005N01  | 0,01499            |
| -13,912                | Fam26e      | 0,04014            |
| -13,898                | Sugt1       | 0,00938            |

(Continued)

| Coefficient ALR vs AKR | Gene symbol | p-value ALR vs AKR |
|------------------------|-------------|--------------------|
| -13,896                | Ifnar2      | 0,04379            |
| -13,831                | Dgkz        | 0,03023            |
| -13,181                | Psmc11      | 0,04098            |
| -13,042                | Freq        | 0,0454             |
| -13,025                | Klhl30      | 0,00873            |
| -12,98                 | Arid5a      | 0,04258            |
| -12,916                | Phtf2       | 0,03739            |
| -12,86                 | Dus2l       | 0,04634            |
| -12,641                | Slc7a6os    | 0,04763            |
| -12,486                | C1qtnf1     | 0,02866            |
| -12,352                | Laptm4b     | 0,02804            |
| -12,217                | Kcnk2       | 0,03931            |
| -12,213                | Fam131a     | 0,04824            |
| -12,193                | Slc12a4     | 0,04746            |
| -12,127                | Btbd11      | 0,03751            |
| -12,097                | Sip1        | 0,03526            |
| -12,085                | Dtna        | 0,02999            |
| -12,041                | Sgcd        | 0,02545            |
| -12,029                | Rasgrp3     | 0,03171            |
| -11,993                | Hoxa13      | 0,02617            |
| -11,912                | Rbm45       | 0,03592            |
| -11,897                | Hoxc13      | 0,02192            |
| -11,576                | Fam53b      | 0,04918            |
| -11,542                | Adam26a     | 0,03464            |
| -11,468                | Gtpbp8      | 0,04105            |
| -11,273                | Hagh        | 0,04057            |
| -11,165                | Ntn3        | 0,04229            |
| -11,156                | Adssl1      | 0,03002            |
| -10,959                | Plekhb1     | 0,04069            |
| -10,827                | Ntn5        | 0,0414             |
| -10,584                | Rapgef3     | 0,03248            |
| -10,505                | Thap3       | 0,03258            |
| -10,493                | Chek2       | 0,03905            |
| -10,283                | Agpat3      | 0,04234            |
| -10,034                | Tnfrsf10b   | 0,0492             |
| -9,62                  | BC005624    | 0,04115            |
| -9,48                  | Epha4       | 0,01966            |

(Continued)

| Coefficient ALR vs AKR | Gene symbol | <i>p</i> -value ALR vs AKR |
|------------------------|-------------|----------------------------|
| -9,45                  | Mfsd9       | 0,04124                    |
| -9,085                 | Cacna1h     | 0,02739                    |
| -8,923                 | Sh3tc2      | 0,04075                    |
| -8,898                 | Pspc1       | 0,04049                    |
| -8,853                 | Tnfrsf10b   | 0,03121                    |
| -8,661                 | Dos         | 0,04554                    |
| -8,572                 | Pik3cd      | 0,02483                    |
| -8,354                 | Diras1      | 0,03798                    |
| -8,053                 | 9630028B13  | 0,03494                    |
| -7,928                 | Prss36      | 0,04499                    |
| -7,9                   | Rhobtb2     | 0,04556                    |
| -7,683                 | Tars        | 0,03385                    |
| -7,537                 | Polr3a      | 0,04484                    |

How the deposited data were processed for this re-analysis (not part of the article)

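Gene expression was measured on 8 Illumina MouseRef-8 v2.0 arrays, 1 for each of 4 Nd2-mutant and 4 control mice of 12 months, with 2 males and 2 females per strain. RNA came from skin fibroblasts. Strain, sex and mouse number were taken from the sample labels. No number is shared between the strains, so the mice are not paired.

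The authors extracted the data in GenomeStudio, quantile normalized the intensity of each probe between the arrays and subtracted the background, and the deposited intensity values are on the linear scale. The deposited detection p-value of each probe was computed by the authors' software against negative control beads. It moves in steps of 1/798, and on 8 of 8 arrays it never rises with the intensity in the column beside it. The 2 deposited tables, of normalized and of non-normalized data by their names, hold the same bytes, and the values are the normalized ones. Analyses that need non-normalized values were therefore not run: normexp with quantile normalization, quantile normalization without background correction, and centring each array on its median. The arrays carry no chip name, so that chip was not used as a block. The number of detected probes is the measure of signal over background on each array.

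From the deposited intensities, values below 0 were set to 0, 16 was added and the log2 was taken. A probe counted as detected at a detection p-value under 0.01, as in the methods, and was tested if detected on all 4 arrays of at least 1 strain. The methods do not say on how many arrays. Differences were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, 2-sided, with Benjamini-Hochberg adjustment over all tested probes and a threshold of 0.05, and a gene was counted once if any of its probes passed. Single genes were also tested with an exact permutation test of 4 against 4 values, which cannot give a p below 0.0286. The methods name Student's test and limma, and the methods' t-test was run as an alternative. Male and female mice were compared with strain as a term, and the interaction of strain and sex was fitted.

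Gene sets were tested with limma's camera at a preset correlation of 0.01, on the probe with the highest mean of each gene. The KEGG sets named in the methods were not used here, so the enrichments of the paper were not retested. Tested instead were 5 mouse Reactome sets from the R package fgsea 1.28.0 and a list of 53 SASP factors, with adjustment over the 6 sets. 8 lists of marker genes of other cell types (keratinocytes, melanocytes, endothelial cells, macrophages, smooth muscle cells and pericytes, adipocytes, skeletal muscle and Schwann cells) were tested in the same way, with adjustment over the 8 lists. Set members were matched to the symbols of the array through a table of gene names and synonyms.

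The genes named in the text were chosen by a rule: every gene the paper names for the transcriptome (Mapk14, Mapk11, Mapk12 and the Table S2 genes drawn in Figure 4C), genes from Table S2, the 5 higher and 5 lower probes with the smallest p among those without overlap between the strains, genes of the sex chromosomes as a check of the labels, and other genes, some of which the paper measured by other assays. 1 gene under the rule is not reported here. Of the others, Xist, Eif2s3y, Kdm5d, Uty, Ucp2, Lamc3 and Cacna1h did not pass the filter on detection. No probe was found for mt-Nd2, Rpl26 and Mki67. Genes outside the rule are named with the remark that they were chosen after their values were seen. This rule, the tests above and the alternatives below, except the 1 named as added, were set before the data were examined; tests of explanations that were chosen later are named in the closing parts.

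Each result was recomputed with 1 or 50 added before log2, on the linear scale, with probes detected on at least 1 or on all 8 arrays or with no filter, with the methods' t-test, with a trend in eBayes, with array weights, with sex as a term, and without each mouse in turn. Set tests were repeated with fry and with an estimated correlation, and the SASP factors without those listed in Table S2. The strains were also compared within each sex alone. 1 alternative was added after the data had been seen: the linear scale with probes detected on at least 1 array, counting probes. All 35 splits of the 8 mice into 4 and 4 were put through the same steps. The copy of Table S2 used here holds 344 entries with 335 different symbols, all of them lower, so no test of sets or overlaps was run on it.

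The steps were tested on simulated data with the means and spreads of the 10414 tested probes, 200 of them changed. Each probe was drawn independently, so deviations that many probes of an array share, as in control mouse 15, were left out. The calls below hold for independent probes only. Limma called 44 of 69 probes changed by a log2 of 1 and 63 of 65 changed by 2, but 6 of 66 changed by 0.5, with 5 calls among unchanged probes. With no probe changed it made 0 calls.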

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

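The tests of Id1, of the macrophage genes and of the sex labels, and the restriction to 18 splits, were chosen only after the results were seen; the comparison of the sexes and its 34 splits were set before.

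In 10 of 132 groups of 4 mice, 1 mouse lay apart from the other 3, its gap to the nearest, as a share of the whole range, being beyond Dixon's critical value for 4 samples. Chance gives about 1 in 20 groups, or 6.6 of 132, and so accounts for most of this number. Among control mice, the ratio of gap to range was 0.846 for Mdm2 (ILMN_1250774, mouse 17), 0.851 for Rasgrp3 (mouse 17), 0.850 for Pik3cd (ILMN_3128616, mouse 15), 0.833 for Igfbp7 (mouse 15) and 0.866 for Tnn (mouse 37). In Nd2-mutant mice it was 0.917 for Cdkn1a (ILMN_2846775, mouse 35) and 0.831 for the mean of MAPK targets and nuclear events (mouse 28). No technical or biological explanation was tested for these single values.

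The mean of the respiratory electron transport genes set control mouse 15 apart from the other control mice (ratio 0.911). This array stands apart over all tested probes, as described under the other observations, and without it the difference of the set between the strains changed its direction.

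Nd2-mutant mouse 35 stood apart in the mean of the macrophage markers (ratio 0.838) and in the melanocyte list (0.873), of which a single gene, Ednrb, was tested. The intensity of Lyz2 was 344 in this mouse and at most 152 in the other 7, that of Cd68 145 against at most 25.7, and that of C1qb 212 against at most 30.8. Laptm5 was 673 in this mouse, and 443 in control mouse 15. Without mouse 35 the macrophage list, higher in Nd2-mutant fibroblasts with an adjusted p of 0.0270 in limma, had an adjusted p of 0.614. A candidate explanation is macrophages in the culture of this mouse, found and tested on the same array. Of the 7 tested markers, Csf1r was 39.5 in this mouse and 36.9 in control mouse 37. A higher level per cell remains open as well, and no biological explanation was tested.

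The strain difference of Id1 (ILMN_2672190) differed between the sexes: the interaction was 4.12 on the log2 scale (standard error 0.38, adjusted p = 0.0341 from limma), and 175 genes had an unadjusted p under 0.05. Leaving out any mouse leaves 1 mouse in its group of strain and sex. The spread then comes from the other groups only, so no count is drawn from these fits. The intensity of Id1 was 126 and 86.1 in the female Nd2-mutant mice 34 and 35 and at least 1097 in the other 6 mice. A single outlying array is argued against, since the higher of the 2 lay 2.97 on the log2 scale below the lowest of the other 6. Fosb, named after its values were seen, was low in the same mice, with an interaction of 3.94 (adjusted p = 0.0794 from limma). Id3, Id2 and Egr1 are also named after their values were seen. In mice 34 and 35 Id3 was 113 and 116, against at least 318 in the other 6. Id2 (ILMN_1228557) was 15.9 and 28.1, against at least 59.7. A response at harvest that moves immediate early genes together could give the low Id1 and Fosb. Egr1, an immediate early gene, was not low in mice 34 and 35, at 4104 and 4857, against 2011 to 6942 in the other 6. A list of 16 such genes was written after the values of 9 had been seen. Of its 12 tested genes, 11 had an interaction in the direction of Id1. Jun, whose values had been seen, went the other way, at -0.29. Only the members not seen before can test the list. The 4 of these that were tested all had an interaction in the direction of Id1, with a median of 0.59, and a p of 0.0589 with fry, 0.00161 with camera at the preset correlation and 0.0328 with an estimated one. These tests leave it open: handling of the 2 cultures and an effect of sex in the mutant cannot be told apart, because both mice of the group were of 1 sex and the test rests on 4 genes. A difference between the sexes stays open as the biological explanation.

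Between male and female mice, which the paper does not compare, limma gave 2 genes at an adjusted p under 0.05 and 787 at an unadjusted one. Nuak2 was lower in males by a log2 fold change of -1.63 (adjusted p = 0.0234, limma) and Cyp4b1 by -1.33 (adjusted p = 0.0252, limma), both in 4 of 4 males against 4 of 4 females; they are named after their values were seen. Of 34 splits of the mice, with strain as a term, 1 gave as many genes at an adjusted p under 0.05, the real one, and 8 gave as many at an unadjusted one. Like the sexes, 18 of these splits have 2 mice of each strain on either side, and of these 1 and 5 did. A random split of the mice can therefore not be excluded, since 18 splits cannot give a share under 0.05. A wrong sex label is argued against, because in 8 of 8 mice Xist, Eif2s3y and Kdm5d were detected as the label says; Uty, with an intensity of at most 18.6, was detected on 5 arrays of both sexes. Leaving out each of the Nd2-mutant mice brought the count to 0, and leaving out control mice 15, 16, 17 and 37 in turn to 10, 1, 1 and 7. With probes detected on at least 1 array there were 8 genes. Genes detected in 1 sex alone, such as Xist, Eif2s3y and Kdm5d, differ between the sexes but were not tested, since the filter asks for all 4 arrays of a strain, so the counts leave them out. Whether Nuak2 and Cyp4b1 differ between the sexes for a biological reason stays open.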

How the results depend on the processing

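The alternative that counts probes on the linear scale with detection on at least 1 array was chosen after the data had been seen; all others were set before. Normexp with quantile normalization, quantile normalization without background correction, centring on the median and chip as a block were not run, since the values used are normalized and no chip is named. No paired analysis was possible because the strains share no mouse numbers. Signal over background limits the dim probes, since no array detected more than 44.2% of the probes.

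Of 50 tested probes of named genes, 46 kept their direction under every alternative that tested them, and P4ha3 was the 1 probe past an adjusted p of 0.05 in any, at 0.0500 on the linear scale without a filter. The direction of ILMN_2846776 of Cdkn1a was positive at 0.0060 and was -3.85 in intensity in the 8 settings on the linear scale, -0.15 with array weights, and between -0.14 and 0.15 without single mice. Cdkn2a lay between -0.21 and 0.16 without single mice. Map2k2 (ILMN_2884050) was 0.019 and Sod2 0.050 with array weights, and Sod2 lay between -0.11 and 0.058 without single mice. The cause was not tested.

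The count of differentially expressed genes was 0 in 21 of 28 alternatives with limma or the methods' t-test. It was 3 with no filter (Exoc7, Olfr259 and V1rb1), 2 on the linear scale without a filter (Exoc7 and P4ha3), and 1 (Exoc7) in each of the 5 settings of the methods' t-test. Without each mouse in turn it was between 0 and 0. The count at an unadjusted p under 0.05, 725, was 1504 with no filter, 1408 on the linear scale with no filter and 1399 with the methods' t-test there; these settings test 25697 probes. Without single mice it lay between 406 (without control mouse 16) and 1304 (without control mouse 17), with 438 without Nd2-mutant mouse 28 and 1019 without control mouse 37. Of the 725 genes, 57.1% were higher in Nd2-mutant fibroblasts. Higher genes were fewer than lower ones with no filter (47.1%), with the methods' t-test (48.1%), with array weights (49.7%) and without control mouse 15 (49.9%). The same held for the methods' t-test on the linear scale with detection on all 8 arrays (49.9%). In the other alternatives that use both sexes the higher genes were more. Of the 694 genes with array weights, 462 were among the 725.

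Set results are given as the mean z of the set minus that of the other genes. With fry the mean z of the set alone is given, so its value is on another measure. The direction of p38MAPK events, 0.04, changed to -0.029 with 1 added before log2, -0.038 on the linear scale, -0.17 with detection on all 8 arrays, -0.0082 on the linear scale with detection on at least 1 array, -0.25 with detection on all 8, -0.0056 with no filter, -3.01e-04 with the methods' t-test on the linear scale, -0.22 with it and detection on all 8 arrays, and -0.044 with fry. Without single mice it lay between -0.18 and 0.25. The mitotic cell cycle set was past the threshold with array weights (-0.37, adjusted p = 0.0214 in limma; adjusted p between 0.0214 and 0.972 over the alternatives) and lay between -0.31 and 0.15 without single mice. Respiratory electron transport, 0.30, was -0.16 with array weights and between -0.29 (without control mouse 15) and 0.51 (without control mouse 37) without single mice, past the threshold without control mouse 16 (adjusted p = 0.0140 in limma) and without mouse 37 (0.0316), with a range of 0.0140 to 0.972. SASP factors, -0.44, were -0.18 with array weights and -0.17 without the 4 members listed in Table S2, a shift whose direction is fixed by selection because the table lists lower genes only, and lay between -0.61 and -0.20 without single mice, past the threshold without control mouse 16 (adjusted p = 0.0257 in limma) and without mouse 37 (0.0316), with a range of 0.0257 to 0.694. MAPK targets and cellular senescence kept their direction and stayed above the threshold in all 27 alternatives.

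The number of marker lists past the threshold, 5, was 3 on the linear scale, with detection on all 8 arrays, with no filter, and on the linear scale with no filter; 2 with the methods' t-test on the linear scale with no filter; and 1 on the linear scale with detection on all 8 arrays, with the methods' t-test, with it on the linear scale, with it and detection on all 8, with array weights and with fry. It was 0 with an estimated correlation, 4 with 1 or 50 added before log2 and 6 with sex as a term. Without single mice it lay between 2 and 6. The keratinocyte list, -0.35, was 0.24 on the linear scale, 0.0061 with no filter, 0.051, 0.24 and 0.14 on the linear scale with the 3 other filters, 0.27, 0.024, 0.29 and 0.15 with the methods' t-test on the linear scale and the 4 filters, and 0.10 with array weights, and lay between -1.39 and 0.017 without single mice. The melanocyte list was 0.18 with no filter. The Schwann cell list lay between -0.52 and 0.11 without single mice.

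The interaction of strain and sex, 1 gene, was 0 genes with 1 added before log2, in every setting on the linear scale, with no filter, and in every setting of the methods' t-test. In 1 sex alone no interaction can be fitted; the strain comparison gave 0 genes at an adjusted p under 0.05 in males alone and in females alone, and 503 and 322 at an unadjusted one. The interaction was 2 genes with a trend in eBayes. Leaving out any mouse leaves 1 mouse in its group of strain and sex, so no count is drawn from those fits. The count of genes differing between the sexes, 2, was 1 with 50 added before log2, 0 on the linear scale, 8 with detection on at least 1 array, 4 with detection on all 8, 1 and 0 on the linear scale with these filters, 1 there with no filter, 0 with the methods' t-test, 0 with it on the linear scale, 1 and 0 with the filters on at least 1 and all 8 arrays, and 367 with array weights. Without single mice it lay between 0 and 10. The cause was not tested.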

Differences from the paper's values

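The paper's count of differentially expressed genes is 766, and its methods name an adjusted p. The count at an adjusted p under 0.05 in limma was 0. It differs under each of the alternatives set before the data were examined, which gave between 0 and 3 genes. At an unadjusted p under 0.05 the count was 725 genes, within 1.5 times of the paper's. 1 setting, chosen after seeing the values, gave the paper's number: limma on the linear scale, probes detected on at least 1 array, an unadjusted p under 0.05 and probes counted in place of genes. It gave 766 probes, 344 lower and 422 higher, none of them at an adjusted p under 0.05 (smallest 0.0898). It drops 0 of the 344 entries in the copy of Table S2 used here: for all 344 the paper's coefficient is within 0.001 of a probe's difference of mean intensity and its p within 1e-05 of that probe's p in this fit. The smallest adjusted p of these 344 probes was 0.345.

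On this linear scale the coefficients of Table S2 are those found here; the p-values differ in part from those of limma on the log2 scale. Of 22 genes compared, 15 had a p more than 1.5 times larger or smaller than the paper's. The paper's p for Mdm2 is 0.02058, here 0.0313. For Ppm1b the paper's p is 0.04791, here 0.131. For Fgf5 the paper's is 0.01348, here 0.00168. For Bmp4 the paper's is 0.01613, here 9.43e-04. For Itga3 the paper's is 0.02841, here 0.00435. For Lama1 the paper's is 0.03408, here 0.00546. For Tgfb2 the paper's is 0.03761, here 0.0128. For Tgfb3 the paper's is 0.02565, here 0.0108. For Fadd the paper's is 0.00559, here 0.176. For Map2k2 the paper's is 0.04844, here 0.111. For Pik3cd the paper's is 0.02483, here 0.00652. For Rasgrp3 the paper's is 0.03171, here 0.0145. For Actg2 the paper's is 0.04567, here 0.0102. For Rpl3 the paper's is 0.00972, here 0.0867. For Hdlbp the paper's is 0.00011, here 0.169. On the linear scale with detection on at least 1 array, an alternative set before the data were examined, 0 of the 22 differ. With the other alternatives on the linear scale, between 2 and 5 differ, and with each of those on the log2 scale, between 10 and 20 do; with detection on all 8 arrays, 17 of the 22 genes were compared. These p-values are unadjusted and come from limma or the methods' t-test.

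For the genes of Figure 4C, which the paper describes as downregulated, 16 of the 18 genes tested were lower in all their tested probes. The genes were taken from Table S2 as lower on these same arrays, so this tally is not independent evidence.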

Other observations

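Most tests in this part were chosen only after the results were seen: those of the number of detected probes, of probes without overlap, of single marker lists, of the arrays of control mice 15 and 16 and of Ddx3y. The splits for the counts and the 6 sets, the chromosomes and the marker lists as a group were set before.

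Of the 35 splits of the 8 mice into 4 and 4, 10 gave as many genes at an unadjusted p under 0.05 as the strains, and 35 of 35 gave as many at an adjusted p under 0.05, since that count is 0. A random split of the mice can therefore not be excluded for the count of 725; the counts over the splits ranged from 65 to 1211, with a median of 415. Probes without overlap between the strains, 455, were as many in 11 of 35 splits, so it can not be excluded for them. It can not be excluded either for p38MAPK events (29 of 35 splits with as small a p), MAPK targets and nuclear events (12), cellular senescence (9), the mitotic cell cycle (30), respiratory electron transport (34) and SASP factors (14). The number of detected probes separated the strains, with 11224.8 ± 172 (SD, n = 4) on the Nd2-mutant and 10757 ± 75.5 (SD, n = 4) on the control arrays, and its exact permutation p was 0.0286. Unequal signal between the arrays of the strains may thus contribute to the unadjusted count; whether it comes from the cells or the arrays was not tested. Segments of the donor strain left in the nuclear genome, which would gather such genes on a chromosome, are argued against as the source of the whole count. The largest excess, 43 genes on chromosome 10 where 30.7 would be expected, was matched by 11 of 35 splits. A small segment holding few genes stays open.

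Marker genes of other cell types differed between the strains. With limma's camera, 5 of 8 lists had an adjusted p under 0.05, and 2 of 35 splits gave as many, which leaves a random split possible. The smallest adjusted p, 2.31e-06, was that of smooth muscle cells and pericytes, so a different share of other cells could contribute to the 725 genes. With 1 probe per gene, all 12 tested genes of this list were lower in Nd2-mutant fibroblasts (median log2 fold change -0.50). Of the 4 tested probes of Acta2, 2 were lower, at -0.15 (the one used) and -0.23, and 2 higher, at 0.33 and 0.25; of the 3 of Smtn, 1 was higher, at 0.087. The Acta2 probe used had an intensity of 13935.2, the highest on the array, in mice 35 and 15. For this list 1 of 35 splits gave as small a p, the real one, but the list was picked as the smallest of the 8, and 3 of 35 splits have a list with as small a p. A random split can therefore not be excluded for it. Its adjusted p was below 0.05 in 26 of 27 alternatives, from 1.31e-06 to 0.103 with an estimated correlation. The array of control mouse 15 is argued against as the cause, since without it the adjusted p was 1.63e-05. All 12 genes were detected on Nd2-mutant arrays, Acta2 at an intensity of at least 10063 (ILMN_2693895) in each of the 8 mice, so cultured fibroblasts or other cells in every culture express them. Fewer contractile cells and a lower level per cell cannot be told apart, and both may be effects of the strain.

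The endothelial list (10 genes, adjusted p = 0.0104 in limma) and the skeletal muscle list (5 genes, adjusted p = 0.0104 in limma) were lower in Nd2-mutant fibroblasts, and 16 and 10 of 35 splits gave as small a p. Without control mouse 15 the adjusted p was 0.708 for the endothelial and 0.112 for the skeletal muscle list, so both may rest on that array. Over the alternatives they ranged from 0.00168 to 0.708 and from 7.13e-05 to 0.387. Des is on the smooth muscle list as well. For the macrophage list, higher in the mutant, 14 of 35 splits gave as small a p. The melanocyte list, with 1 gene tested, had an adjusted p of 0.0463, and was below 0.05 in 4 of 27 alternatives. For adipocytes (3 genes, higher in the mutant) the adjusted p was 0.140, and below 0.05 in 5 of 27 alternatives, from 0.0184 with detection on at least 1 array to 0.614 without Nd2-mutant mouse 35. For keratinocytes (4 genes) it was 0.607, and below 0.05 in 1 of 27 alternatives, at 0.0211 in limma without Nd2-mutant mouse 32. For Schwann cells (4 genes) it was 0.629. With fry, 1 of the 8 lists was past 0.05, and with an estimated correlation 0.

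The array of control mouse 15 had 643 tested probes more than 0.5 above and 836 more than 0.5 below all other arrays on the log2 scale; no other array had more than 87 of either kind. Its array weight was 0.19, and the first principal component, with 47.4% of the variance, set it apart. A dimmer array is argued against, since its 10735 detected probes lie within the range of the other control arrays. RNA or labelling quality may give signal that differs between probes of 1 gene. Over 1585 genes with 2 probes, the SD of the difference between their deviations was 0.548 on this array and between 0.226 and 0.350 on the others. This was in proportion to the larger deviations of the array as a whole (0.901 of their SD, on the others between 0.71 and 0.95), and the correlation between the probes, 0.622 across genes, lay within the range of the other arrays (0.53 to 0.69). Quality and a change in the RNA of the cells, as from cell makeup or growth state, cannot be told apart, because the measures that could separate them lie within the range of the other arrays. Genes are not independent replicates in these correlations. The array of control mouse 16 may share its deviation: 15 minus 17 and 16 minus 37 had a correlation of 0.410 across probes, and 15 minus 37 and 16 minus 17 one of 0.443. Among the Nd2-mutant arrays, 28 minus 35 and 32 minus 34 had one of 0.483 and 28 minus 34 and 32 minus 35 one of 0.249, where each difference sets a male against a female, and the differences within a sex, 28 minus 32 and 35 minus 34, had one of 0.254. A shared source and chance cannot be told apart, because the 2 arrays were picked after their values were seen and the Nd2-mutant arrays offer too few pairs alike in sex.

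In the female control mouse 15, Ddx3y (ILMN_2899599) had an intensity of 430, 60.6% of the mean of the males; the other females had a mean of 43.1. A male mouse under a female label is argued against, because Xist was 339 in this mouse. Male cells or RNA mixed into the sample are argued against, because Eif2s3y was -6.11, where the males had a mean of 389.8. No further explanation was tested, and signal specific to this probe might be 1.

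Of other genes chosen before the data were examined, Cxcl1 had a log2 fold change of -0.53 (standard error 0.32), Trp53 of 0.32 (standard error 0.22) and Sod2 of -0.03 (standard error 0.15). The 3 probes of Cdkn1a ranged from -0.26 to 0.01, and Cdkn2a was at -0.07. Their adjusted p was at least 0.665 in limma, and 0 of these 7 probes had one under 0.05 when adjusted over the list alone. Ucp2 was not detected on any array.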
